# Transcriptome Response and Spatial Pattern of Gene Expression in the Primate Subventricular Zone Neurogenic Niche After Cerebral Ischemia

**DOI:** 10.3389/fcell.2020.584314

**Published:** 2020-12-03

**Authors:** Monika C. Chongtham, Haifang Wang, Christina Thaller, Nai-Hua Hsiao, Ivan H. Vachkov, Stoyan P. Pavlov, Lorenz H. Williamson, Tetsumori Yamashima, Anastassia Stoykova, Jun Yan, Gregor Eichele, Anton B. Tonchev

**Keywords:** neural stem cell, global ischemia, non-human primate, subventricular zone, cell marker

## Abstract

The main stem cell niche for neurogenesis in the adult mammalian brain is the subventricular zone (SVZ) that extends along the cerebral lateral ventricles. We aimed at characterizing the initial molecular responses of the macaque monkey SVZ to transient, global cerebral ischemia. We microdissected tissue lining the anterior horn of the lateral ventricle (SVZa) from 7 day post-ischemic and sham-operated monkeys. Transcriptomics shows that in ischemic SVZa, 541 genes were upregulated and 488 genes were down-regulated. The transcription data encompassing the upregulated genes revealed a profile typical for quiescent stem cells and astrocytes. In the primate brain the SVZ is morphologically subdivided in distinct and separate ependymal and subependymal regions. The subependymal contains predominantly neural stem cells (NSC) and differentiated progenitors. To determine in which SVZa region ischemia had evoked transcriptional upregulation, sections through control and ischemic SVZa were analyzed by high-throughput *in situ* hybridization for a total of 150 upregulated genes shown in the *www.monkey-niche.org* image database. The majority of the differentially expressed genes mapped to the subependymal layers on the striatal or callosal aspect of the SVZa. Moreover, a substantial number of upregulated genes was expressed in the ependymal layer, implicating a contribution of the ependyma to stem cell biology. The transcriptome analysis yielded several novel gene markers for primate SVZa including the apelin receptor that is strongly expressed in the primate SVZa niche upon ischemic insult.

## Introduction

Neurogenesis in the adult mammalian brain takes place in two niches, the subventricular zone (SVZa) lining the anterior horn of the forebrain lateral ventricle and the subgranular zone (SGZ) of the dentate gyrus. In these microenvironments, astrocyte-like neural stem cells (NSCs) proliferate and produce neural precursors generating neuronal and glial progeny (Obernier and Alvarez-Buylla, 2019). Neurogenic niches host a heterogeneous cellular population that includes NSCs at different stages of development: quiescent NSCs (qNSCs), active NSCs (aNSCs), transit-amplifying progenitors (TAPs), and neuroblasts (NBs) (Bond et al., 2015; Obernier and Alvarez-Buylla, 2019). Single-cell transcriptome analyses of the mouse SVZ have revealed gene expression patterns characteristic for each of these stages but have also uncovered additional intermediate states (Beckervordersandforth et al., 2010; Codega et al., 2014; Llorens-Bobadilla et al., 2015; Dulken et al., 2017; Zywitza et al., 2018).

The knowledge on transcriptome-wide gene expression in the primate SVZa is limited. Most such studies have mapped gene expression in diverse brain regions during development and in the adult (Bernard et al., 2012; Hawrylycz et al., 2012; Miller et al., 2014; Bakken et al., 2015, 2016), but few studies have focused on gene expression in the neurogenic niches (Miller et al., 2013; Foret et al., 2014; Sandstrom et al., 2014). A comparison of the adult SGZ transcriptomes of mice and rhesus monkeys reported a conservation of the molecular signatures of precursors involved in hippocampal neurogenesis (Miller et al., 2014). Transcriptome analyses of isolated SVZa precursors from adult baboon monkeys revealed genes regulated by active (H3K4me3) or repressive (H3K9me3) epigenetic marks (Foret et al., 2014; Sandstrom et al., 2014).

Brain ischemia is a major cause of death and disability. Several experimental models have been used to study the response of the brain to ischemia, but only a few of those use non-human primates (Tajiri et al., 2013). In ischemic rodent models, the NSCs attempt to replenish lost or damaged cells by enhancing NSC proliferation followed by neuron production (Marques et al., 2019). The capacity of the primate brain to undergo reparative processes is more limited than in rodents (Alunni and Bally-Cuif, 2016). Understanding the molecular cause which underlies this difference between primates and rodents is an important step in the development of strategies for restoring human brain functions after injury (Jessberger and Gage, 2014). We have previously established a model of transient global ischemia in adult macaque monkey. Such ischemia induces regional tissue damage affecting neuronal populations in the hippocampus, striatum, neocortex and cerebellum (Yamashima et al., 1996; Yoshida et al., 2002). In this model, we have observed an enhanced proliferation of bromodeoxyuridine (BrdU) labeled progenitor cells in SVZa, in the second postischemic week (Tonchev et al., 2003, 2005).

To study gene expression changes preceding the onset of proliferation in the SVZa, we investigated the transcriptome-wide response of the SVZa niche following global brain ischemia. Using a combination of transcriptomics and high-throughput *in situ* hybridization (ISH), we examined the changes in gene expression in the SVZa and its subregions at postischemic day 7. We found that ischemic SVZa shows a transcriptional profile reminiscent of a profile typical for quiescent stem cells, astrocytes and oligodendrocytes. In addition, we determined by ISH the expression of 150 genes in control and ischemic SVZa, digital images are freely available online^1^. A comparative analysis of the expression pattern these 150 genes yielded several novel gene markers for SVZa cells, including the apelin receptor (*APLNR*).

## Materials and Methods

### Subjects

Experiments with the 7 monkeys used were approved by the Animal Care and Ethics Committee of Kanazawa University, Japan (Approval protocols AP-031498 and AP-080920). The monkeys (5 female and 2 male *Macaca fuscata*) were kept in air-conditioned cages and had free daily access to food and water. The monkeys were 4–6 years of age at the time of the experiments. Six monkeys were subjected to surgical procedures to induce global brain ischemia or to a sham operation, and sacrificed 7 days later. One additional monkey which was not operated received daily injections (100 mg/kg, *i.v.*) of 5-bromo-2’-deoxyuridine (BrdU, Sigma-Aldrich Corp., St. Louis, MO, United States) for 5 consecutive days. This monkey was sacrificed 2 h after the last BrdU injection.

Optimization of the ISH conditions were performed on sections from *Macaca mulatta* brain tissues obtained from the German Primate Center (Göttingen, Germany). All animals were offsprings of monkeys that have been bred in captivity. The animals were kept under the regulations for non-human primates by the guidelines for the accommodation and care of animals used for experimental and other scientific purposes (2007/526/EC; Appendix A ETS 123).

Mice were sacrificed according to the German Law on Animal Welfare. Sacrifice is licensed by the Veterinary authorities of Göttingen, Germany (392000_2a/Si/rö, 09/12/2013).

### Surgical Procedures and SVZa Microdissection

Three monkeys underwent transient whole brain ischemia, and 3 monkeys were subjected to a sham surgery (Yamashima et al., 1996; Yoshida et al., 2002; Tonchev et al., 2003, 2005). The brachiocephalic trunk and left subclavian arteries were clipped for 18 min (Supplementary Figure 1A). At day 7 after the sham or ischemic surgery, the monkeys were anesthetized with a lethal dose of sodium pentobarbital and intracardially perfused with 0.5L cooled sterile saline. Within less than 20 min from the start of the perfusion, craniotomy was performed and the whole brain was extracted, sectioned into two hemispheres through the corpus callosum, and each hemisphere was snap-frozen in liquid nitrogen and stored at −80°C. The right hemisphere was used for the subsequent analyses. In the monkey brain, the lateral ventricle spans more than 30 mm, between levels with atlas coordinates +35 mm rostrally to +2 mm caudally (Saleem and Logothetis, 2007). The right hemisphere was sectioned into 5 mm-thick coronal slices. The slice which included the anterior commissure and the head of the caudate nucleus (atlas coordinates +20 mm to +25 mm (Saleem and Logothetis, 2007) was placed under a stereomicroscope and three adjacent tissue fragments (∼1 mm × 0.2 mm, 3 mm thick) were dissected with a microscalpel along the striatal side of the right lateral ventricle (Supplementary Figures 1B1–B3). The callosal side of the lateral ventricle was not included in the excised tissue sample. All steps were performed on dry ice to avoid complete defreezing and RNA degradation within the samples. The dissected specimens were transferred to an Eppendorf tube, placed in liquid nitrogen and stored at −80°C until the RNA extraction step.

### RNA Sequencing (RNA Seq) and Data Analysis

#### RNA Seq

RNA Seq was performed at the Transcriptome and Genome Analysis Laboratory (TAL, University of Göttingen). The total RNA from each SVZa sample was extracted using the phenol-chloroform extraction protocol and 1 μg of total RNA was converted into Illumina sequencing libraries using the TruSeq RNA Sample Preparation Kit (Illumina, RS-122-2002). The size range of the final cDNA libraries were determined using Bioanalyzer 2100 (Agilent Technologies; Santa Clara, California, United States). The generated cDNA libraries were then amplified and sequenced using the cBot and HiSeq2000 (Illumina Inc., San Diego, California, United States) (SR; 1 × 50 bp; ∼ 30 million reads per sample). Finally, the sequence images were transformed to *per* read base call files (fastq files) using the Illumina software BaseCaller and CASAVA v1.8.2. RNA-Sequencing data have been deposited to GEO under the accession ID GSE136036.

We checked the RNA Seq data *via* FastQC quality control tool (v.0.10.0, Babraham Bioinformatics). Raw sequence reads were aligned to the *Macaca mulatta* genome (ensembl 73) by TopHat bioinformatics tool (V2.0.8 custom parameters: –no-coverage-search) (Trapnell et al., 2009). The gene annotation was downloaded from RhesusBase v2.0^2^. This database uses all published Macaque RNA-seq data to refine ensembl Macaque gene annotation. The reads number mapped to each gene were calculated using bedtools (v2.16.2 default parameters) (Quinlan and Hall, 2010).

In order to reduce the false discovery rate due to variations between monkeys, we applied two methods to identify genes differentially expressed after ischemia. First, read numbers were normalized to RPKM (reads per kilobase per million). Since the reads mapped to known transcripts can differ significantly, we used the total number of reads mapped to a known transcript to do normalization. We compared the 9 sham-operated and the 9 ischemic samples with the paired *T*-test to calculate the differentially expressed genes. Second, the R package DESeq was applied to normalize the reads counts and calculate the significance of the differential expression, taking the batch effect into account. The paired *T*-test *p*-value < 0.05, DESeq *p*-value < 0.05, and log2-transformed fold change > 0.5 were used as criteria to select the differentially expressed genes with an FDR = 2.1%. It was calculated as the ratio between the number of differentially expressed genes by chance, which is estimated by the median number of significant genes for 1000 random permutation of samples, and the number of significant genes of real data under the same criterion.

#### Functional Enrichment Analysis of Monkey SVZa-DE Genes

The lists of monkey SVZa-DE-UP or SVZa-DE-DOWN genes were uploaded to the DAVID functional annotation tool^3^. Then, representative enriched biological functional terms were selected. To perform the Gene Set Enrichment Analysis (GSEA) analysis, the combined list of SVZa-DE-UP and SVZa-DE-DOWN genes was uploaded to GSEA. Using FDR *q*-value < 0.05 as a cut-off generated 166 enriched biological and cellular component terms. The Fisher’s exact test was applied to identify the terms showing a statistically significant difference for the SVZa-DE-UP or the SVZa-DE-DOWN genes.

#### Protein-Protein Interaction Network

The combined list of monkey SVZa-DE-UP and SVZa-DE-DOWN genes was uploaded to the STRING database^4^, then protein-protein interaction from STRING were visualized by Cytoscape^5^.

### Non-radioactive Automated ISH

Automated ISH was performed on frozen sections (Lein et al., 2007). Coronal tissue blocks approx. 2 × 2 cm in size, which included the caudate nucleus (Supplementary Figures 1B1,B2), were dissected from the right hemisphere. The blocks were embedded in Tissue-Tek O.C.T (Sakura), quick frozen, and sectioned at 20-μm thickness. Hybridization was performed on a Tecan (Männedorf, Switzerland) ISH robot as previously described (Lein et al., 2007). Macaque monkey specific templates, 700–1000 nucleotides long, were synthesized. Primer and template and sequences are available online at http://www.monkey-niche.org. Digoxigenin-tagged riboprobes, were generated by *in vitro* transcription. Hybridized probes were detected by a two-step chromogenic catalyzed reporter deposition. For FISH staining, the hybridized probe for *APLNR* was visualized using fluorochrome-conjugated reagents. The mouse *Aplnr* mRNA (Entrez Gene reference: NM_011784.3) was visualized using SP6/T7 primers with a total length of the template 649 of nucleotides. The template was generated using the following specific primers: Forward: TCTAGGCACCACAGGCAATG; Reverse: GGTCACTACAAGCACCACGA.

### Visualization of Colorimetric ISH and Atlas Generation

After colorimetric ISH, slides were cover-slipped and digitally scanned at 0.501 μm/pixel using an Aperio ScanScope AT2 whole slide scanner (Leica Biosystems, Wetzlar, Germany). Images were cropped and stored in Aperio SVS format. Next the images were converted into a zoomable image pyramid format (Zoomify http://www.zoomify.com/) with Libvips (Martinez and Cupitt, 2005); https://libvips.github.io/libvips/, and the OpenSlide library (Satyanarayanan et al., 2013)^6^. The metadata was extracted from the glass slide label via Optical Character Recognition (Tesseract https://github.com/tesseract-ocr/tesseract), checked and stored in a MySQL Database together with the standard image data. The database is accessed using a web interface and the images are rendered via a custom implementation of the Openseadragon viewer^7^ which additionally features an image comparison mode. The atlas coordinates of the images shown in the database are according to Saleem and Logothetis, 2007. The atlas coordinates of the sections shown in Figures 3D–F, 4D–K, 5, 6C–F are provided in Supplementary Table S1.

### Quantitative Measurements of Colorimetric ISH

To quantify the gene expression in the SVZa, we used the custom software Celldetekt (version 2.7; Carson et al., 2005; https://github.com/tumrod/cellDetekt). Celldetekt is a python script^8^ that uses the Python Imaging Library^9^. The input images for analysis were derived from the *monkey-niche.org* database and imported into Celldetekt. The expression signal strength for ischemic sections was compared to the control and the fold increase is shown in the bar diagrams of Figures 3D–F, 4D–K, 5, 6C–F. Celldetekt locates the cells on the images and estimates the level of expression in each cell. The cells are classified according to the ISH precipitates in each cell as: (*i*) level 3 cells are filled with dye precipitate, (*ii*) level 2 cells are partially filled with precipitate, (*iii*) level 1 cells are characterized by scattered minute particles of deposit, and (*iv*) level 0 cells lack detectable precipitate (Carson et al., 2005). The cells in the RoIs (CSVZ and SEL) were evaluated within an area of 100 μm in width x 1500 μm in length, starting from the dorsal tip of the lateral ventricle (Supplementary Figure 2). The cells in the EL were evaluated within the thickness of the ependymal layer along a length of 1500 μm, starting from the dorsal tip of the lateral ventricle. The number of level 2 and 3 cells out of the number of all cells was calculated as a ratio for one sham-operated and one postischemic SVZa.

### Immunohistochemistry

Immunofluorescence stainings of monkey specimens were performed following the FISH labeling of *APLNR*. The slides were washed 3 × 5 min in PBS and subjected to antigen retrieval using the Vector Antigen Unmasking Solution (Cat. No. H-3300, Vectorlabs, Burlingame, CA, United States). The slides were incubated in a microwave oven at 800 W for 3 × 5 min, each cycle being followed by a cooling step on ice for 30 min. The slides were then washed in PBS 3 × 5 min and blocked for 1 h in 10% normal goat serum (Cat. No S-1000, Vectorlabs) in PBS with 0.1% Triton-X100. The primary antibodies were applied in blocking solution overnight at 4°C. On the next day, the sections were washed in PBS 3 × 5 min and incubated for 2 h at room temperature in the respective secondary antibody conjugated to AlexaFluor-488 or AlexaFluor-647 fluorochromes (Thermo Fisher Scientific, Germany). The following primary antibodies were used: rat anti-BrdU (1:100, Cat. No Ab6326, Abcam, Cambridge, United Kingdom); mouse anti-GFAP (1:400; Cat. No M0761, Dako-Agilent Technologies GmbH, Hamburg, Germany); chick anti-GFAP (1:1000; Cat. No AB5541, Merck Millipore); rabbit anti-GLUT1/SLC2A1 (1:100; Cat. No HPA031345, Sigma-Aldrich); mouse anti-VIM (1:1000; Cat. No MAB3400, Merck Millipore).

### Microscopy on Fluorescently Labeled Sections and Image Analysis

The slides labeled by FISH and immunofluorescence were imaged using a fully motorized wide-field epifluorescence microscope Zeiss AxioImager Z.2 (Carl Zeiss GmbH) with an AxioCam Mrm rev.3 monochrome CCD camera (Carl Zeiss GmbH), and AxioVision v.4.9 software. A set of 3–5 non-overlapping randomly selected Z-stacks within the SEL of each section were captured through an EC Plan-Neofluar objective 40×/0.75 at resolution of 0.325 μm/pixel and Z-axial resolution of 0.55 μm. The number of sections visualized and the number of monkeys from which data are derived are listed in Supplementary Table S14.

The camera was set to a binning factor 2 × 2 to reduce both scanning time and camera noise. Shading from the irregular illumination field was corrected during the acquisition via the camera built-in shading correction using prerecorded illumination field images from fluorescent test slides. All camera settings for the different channels were kept constant. The exposure time was allowed to vary only when this was needed to avoid saturation. The images were saved.zvi format (Zeiss) of the AxioVision software, stitched together, and exported to a 16 bit TIFF format for further processing and analysis as described in the following section.

### Quantitation of Cells on Sections Labeled by Multiple Fluorescence Dyes

Because of the large size of the primate SEL, analysis of cell identity required screening thousands of cells. We therefore developed a semi-automated digital image cytometry workflow (Wählby, 2003; Chieco et al., 2013). The process includes the following steps: (1) Preprocessing, including channel extraction and image denoising, (2) Top-Hat morphological filtering for improving signal/noise ratio, (3) Nuclear segmentation, (4) Channel thresholding, (5) Classification by a pretrained decision tree and counting of the RoIs. This algorithm for the analysis of co-expression might be useful to those who aim at scanning entire brain regions in large-sized brains, such as the primate brain.

The goal of the workflow was to reduce the operator introduced bias by creating an automated algorithm for image processing and analysis. We applied a unified, reproducible approach to a set of images with variable brightness distributions of the signal or the background. The workflow includes the following major steps following the image acquisition:

#### Preprocessing

Generate a projection of the z-stack on one all-in-focus plane using the Smooth manifold extraction (SME) algorithm (Shihavuddin et al., 2017) as implemented in the SME-projection plugin for FIJI/ImageJ^10^. Perform image denoising using the Non-Local Means algorithm as implemented in the Fiji/ImageJ software for image processing and analysis (Buades et al., 2011; Schindelin et al., 2012); channel extraction and sorting into one of the following channel classes: nuclear antigen, cytoplasmic antigen, mRNA FISH cytoplasmic channel, or DAPI channel.

#### Top-Hat Morphological Filtering

Top-Hat morphological filtering by reconstruction of each channel to suppress background and improve the signal-to-noise (S/N) ratio. The Top-Hat (“top minus hat”) procedure subtracts an estimate of the background developed by a morphological opening from the original image. To eliminate the influence of dark background variability we added a step of morphological closing with a structuring element of the same size before the opening. This eliminates dark variations and the final image includes only the bright parts in the image that stand above the background. Instead of the classical gray-scale morphological filtering we used reconstructions of the opening and the closing thus reducing further image artefacts arising from the anisotropy of the structuring elements (SEs) (Soille, 1999; Legland et al., 2016). Each channel class (nuclear antigen, cytoplasmic antigen, mRNA FISH cytoplasmic channel, or DAPI channel) was filtered with a disk-shaped SE, of size appropriate for the distributions of signals. The sizes were selected with the help of digital granulometry of the preprocessed channel images (Legland et al., 2016).

#### Definition of Cellular Masks

After the top-hat filtering the DAPI channels were processed with the CellProfiler 3 (Bray et al., 2015) to detect, declump and export binary masks of nuclear connected regions. The unprocessed images were used to manually select areas 150 μm below the ependymal layer. All nuclear masks within these bounds were extracted, dilated under restriction to avoid overlap by ∼3 μm and saved as collections of labeled cellular masks for the analysis of the cells in each image.

#### Channel Thresholding

The images for analysis were thresholded in two steps. First the top-hat images were Z-transformed – the gray value of each pixel was replaced by its Z-score and all pixels with values ≤ 1, i.e., less than the mean plus one standard deviation, were set to 0. Next these images were thresholded with Li’s Minimum Crossenthropy algorithm (Li and Tam, 1998) as implemented in Fiji/ImageJ.

#### Automatic Classification and Counting of the Cellular Labels

We used a simple decision tree which classifies the cellular labels into positive and negative considering the fraction of the area covered by the corresponding thresholded signal. The limits for acceptance of positivity were selected after a receiver operating characteristic (ROC) analysis of ∼300 cells classified by an experienced researcher. All used imageJ macro scripts and the steps of CellProfiler pipeline are available in an online github repository^11^.

## Results

### The Transcriptome Changes in the SVZa Niche Following Ischemia

To uncover the changes in gene expression upon ischemia in the macaque SVZa niche, we performed transient global cerebral ischemia in adult macaque monkeys. 

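The RNA Seq data of this experiment are 18 libraries of SVZa tissue, 3 from each of 3 sham-operated and 3 ischemic monkeys, taken 7 days after surgery. In the ischemic monkeys the arteries had been clipped for 18 min. The labels of the libraries give an MK number, read here as the monkey because each MK number has 1 treatment, and an A number, read here as 1 of the 3 adjacent tissue fragments. The authors aligned the reads to the Macaca mulatta genome and counted them with bedtools. Their table gives raw counts, not normalized, for 29686 human RefSeq transcripts of 19747 gene symbols. The 9 sham libraries held 19091839 to 57461603 counts (median 38019896) and the 9 ischemia libraries 18076257 to 74551396 (median 55634148). The paper states about 30000000 reads per sample, and all values here use the totals of the table. The 3 libraries of each monkey differed from one another by more than counting noise (chi-square per degree of freedom of 10.9 or more), so none was taken as a copy of another. The counts of the 3 libraries of 1 monkey were summed, since the replicate is the monkey, and each gene was represented by the transcript with the highest mean of its counts scaled to library size (CPM), since transcripts of 1 gene share reads. Table S2 numbers its columns from 1 to 3 in each condition. In the 1650 rows used of the copy at hand, which holds 1999 of 25230 transcript rows, each column matched the libraries of a single monkey (median absolute log2 difference of 0.034 or less, against 0.205 or more for the next best monkey). The same-numbered monkeys were therefore taken as pairs, MK504 with MK503, MK501 with MK507 and MK508 with MK506. Across 16361 genes, which are not independent replicates, the deviations of same-numbered monkeys from their group means correlated with r = 0.9, 0.8 and 0.71. Ischemia and sham were compared in edgeR with the monkey pair as a block (quasi-likelihood test, TMM normalization, 17522 genes after the filter on low counts), and p-values were adjusted by the method of Benjamini and Hochberg. Levels are given as CPM normalized by TMM, mean ± SD over n = 3 monkeys. The gene lists, the test and the rule for which genes are named were fixed before the counts were examined, with the values of Table S3 already seen, and some further list members are examples chosen after their values were seen. The first pair stood apart from the other 4 monkeys. MALAT1, a nuclear noncoding RNA, took 1.091 to 1.271% of the counts in its 6 libraries and 0.036 to 0.235% in the other 12. POLE2 took 5.164 to 5.588% in 3 of its libraries, A2MK504, A3MK504 and A2MK503.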

In both sham-operated and ischemic tissue ∼25,000 transcripts corresponding to ∼16,000 genes were detected (Supplementary Table S2). 

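The tissue expressed genes of glia, striatal neurons and neural progenitors. In the sham-operated monkeys the astrocyte filament gene GFAP stood at 2594 ± 1237 CPM (SD, n = 3) and the glycoprotein gene CLU at 1326 ± 474.7. TAC1, a neuropeptide gene of striatal projection neurons, stood at 575.6 ± 289.8. The progenitor transcription factor gene DLX2 was far lower, at 1.88 ± 1.14. Counts above 0 were found for 29418 transcripts of 19522 genes in at least 1 library, and for 25407 transcripts of 16359 genes in all 18 libraries. A mean of at least 1 CPM was reached by 23686 transcripts of 15127 genes. Of the variance of log2 CPM, 70.8% lay between monkeys, which includes 54.9% between the 3 pairs and 3% between sham and ischemia. The A numbers of the fragments accounted for 5.2%.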

Upon ischemia a total of 1554 transcripts were differentially expressed (DE), 816 (541 genes) of which were upregulated (SVZa-DE-UP genes) and 738 transcripts (488 genes) were down regulated (SVZa-DE-DOWN genes) (Figure 1A and Supplementary Table S3). 

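The 10 genes with the smallest p among those with higher counts after ischemia included CNDP1, a carnosinase gene, at 13.1 ± 2.45 CPM in sham and 44.7 ± 7.196 in ischemia (SD, n = 3 monkeys), a log2 fold change of 1.78 (standard error 0.16). They also included NES, the gene of the progenitor filament nestin (log2 fold change 1.65), SFRP1, a secreted WNT inhibitor (1.16), APLN, the ligand of the apelin receptor (1.25), FLNC (1.19), PRPH (1.64), CCDC80 (1.20), COLGALT2 (1.19) and ZDHHC20 (1.17). KRT76 was among them as well, from a mean of 0.0142 CPM in sham and 1.02 in ischemia. The 10 with lower counts were TTR (-7.36), SLCO1B3 (-6.81), PRLR (-5.04), WNT16 (-1.69), TAC1 (-1.16), NPHP4 (-1.09), CBR3 (-1.03), APITD1-CORT (-1.01), TRNP1 (-0.83) and NDUFS3 (-0.80). Each of these 20 genes had the same direction in all 3 pairs, and each had an adjusted p of 0.2055 in edgeR, so none of them passed over all genes tested. Without the A3 fragments CNDP1, APLN, FLNC, PRPH, CCDC80, COLGALT2, ZDHHC20, TTR, SLCO1B3, PRLR, NPHP4 and APITD1-CORT passed. Without MK508 or MK506 TTR and PRLR passed. MK508 and MK506 form a pair. Leaving out either monkey of a pair takes that pair out of the comparison, here and below, so these are not separate tests. Without the A1 fragments CNDP1 was at 1.105, SFRP1 at 0.544, TTR at -0.885 and PRLR at -0.833. Of 10 choroid plexus markers, genes of the epithelium that makes cerebrospinal fluid, 6 were lower (TTR, PRLR, CLIC6, SLC13A4, KL and OTX2), 1 was higher (AQP1, 1.07) and 3 did not pass when adjusted over the list alone, with a median log2 fold change of -2.37. The set test camera gave this list an adjusted p of 2.615e-05 with a preset correlation, and an adjusted p = 0.5697 with an estimated correlation. The estimated setting rests on the few residual degrees of freedom that 3 pairs leave, so it may have little power, which was not tested. With the preset correlation camera called 17 of 34 lists, and up to 12 when sham and ischemia labels were exchanged within pairs. The set test fry called 0 lists for 1 direction (smallest adjusted p 0.1557). Without the A1 fragments the choroid plexus median was -0.87 and the adjusted p from camera 0.1263. With the libraries as 9 against 9 that p was 0.06108. By fragment, the median of the list in the 3 pairs was -4.11, 0.73 and -1.78 in A1, 1.62, -6.59 and 0.47 in A2, and 0.91, -3.01 and -0.19 in A3. Table S3 lists 541 rows of 539 symbols as upregulated and 487 rows of 475 symbols as down-regulated, chosen by the study on these samples, so the following counts are not independent evidence of their direction. Of the first, 538 were tested, 526 had a higher value, 455 in all 3 pairs, and 395 reached an unadjusted p under 0.05, with a median log2 fold change of 0.69. Of the second, 474 were tested, 474 had a lower value, 447 in all 3 pairs, and 398 reached an unadjusted p under 0.05, with a median of -0.675. In edgeR 0 genes were higher and 0 lower at an adjusted p under 0.05 (smallest 0.205), and 1469 were higher and 1409 lower at an unadjusted p under 0.05. Adding the study's minimum log2 fold change of 0.5 left 1012 higher and 759 lower. DESeq2 on the same monkey sums called 669 genes higher and 429 lower at an adjusted p under 0.05. With the 18 libraries as 9 against 9, and the pair and the A number as blocks, edgeR called 339 higher and 553 lower, but 3 libraries of 1 monkey then count as independent. Over the 26951 transcripts tested, edgeR called 0 higher and 0 lower (4553 at an unadjusted p under 0.05, and 1751 higher and 1169 lower at the study's thresholds), and DESeq2 called 1160 higher and 660 lower. Without the pair block, edgeR again called 0 genes, and 111 were higher and 110 lower at the study's thresholds. Without the A3 fragments it called 248 genes higher and 34 lower, and without MK507 the count of genes higher at those thresholds was 647.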

Gene ontology (GO) and gene set enrichment analysis (GSEA) revealed that SVZa-DE-UP and SVZa-DE-DOWN genes encompass distinct functional groups (Figures 2A–C). One third (185) of the SVZa-DE-UP genes were associated with GO biological process categories that were over-represented when compared to the total SVZa genes. These SVZa-DE-UP genes were enriched in “cell adhesion”, “nervous system development”, “regulation of cell communication”, “response to external stimulus”, and “cell proliferation” (Figure 2A and Supplementary Table S4). 

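Among 24 genes of extracellular matrix and glial scar, 6 were higher, none was lower and 18 did not pass when adjusted over the list alone. The 6 were the hyaluronan receptor gene CD44 (log2 fold change 1.72), the tenascin genes TNR (1.54) and TNC (0.81), the proteoglycan genes VCAN (0.97) and BCAN (0.56), and CHST3 (1.25), a chondroitin sulfotransferase gene. The list had a median log2 fold change of 0.30 and an adjusted p of 0.01083 from camera, with an adjusted p = 0.4684 with an estimated correlation. It ended without the A3 fragments (adjusted p 0.06731). NCAN (0.55), SPARC (0.73) and PTPRZ1 (0.30) did not pass. The clustered protocadherins, neuronal adhesion proteins whose alpha and gamma genes share their last exons, had 54 rows tested, of which 27 are in Table S3 as upregulated. None was higher or lower when adjusted over the list alone or at an unadjusted p under 0.05, and the median log2 fold change was 0.11 (adjusted p from camera 0.1725). Their rows repeated one another across the libraries, with a median correlation between rows of 1 in the alpha cluster, 0.58 in the beta cluster and 1 in the gamma cluster. Counting 1 row per cluster gave a median of -0.095 (unadjusted p from camera 0.9588). The preset correlation of 0.01 in camera treats repeated rows as nearly separate genes. The small p that follow are therefore no evidence of a change in this list. Taking the longest transcript per symbol gave 0.611 (adjusted p from camera 2.468e-06). Camera also called the list higher with the libraries as 9 against 9 (0.117, 0.004597), without the A1 fragments (0.092, 0.008), without MK504 (0.175, 0.002926), without MK503 (0.17, 0.002952) and, chosen after the data were seen, without the libraries with POLE2 reads (0.159, 0.00127). The genes that Table S4 lists under the GO categories were chosen by the study on these samples, so their counts are not independent evidence. For cell adhesion, the copy at hand names 51 of 62 genes, of which 48 had a higher value, 22 reached an unadjusted p under 0.05 and 16 passed in DESeq2. For nervous system development, 51 of 58 had a higher value, 41 reached an unadjusted p under 0.05 and 30 passed in DESeq2. For response to external stimulus these were 36, 31 and 23 of 37, for regulation of cell communication 39, 35 and 22 of 40, and for regulation of cell proliferation 31, 24 and 17 of 32. None of these genes passed the adjusted threshold in edgeR.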

A GSEA analysis showed enrichment in SVZa-DE-UP genes, in the categories “signal transduction”, “nervous system development”, “cytoskeleton”, and “protein amino acid phosphorylation” (Figure 2C and Supplementary Table S5).

**FIGURE 1:**
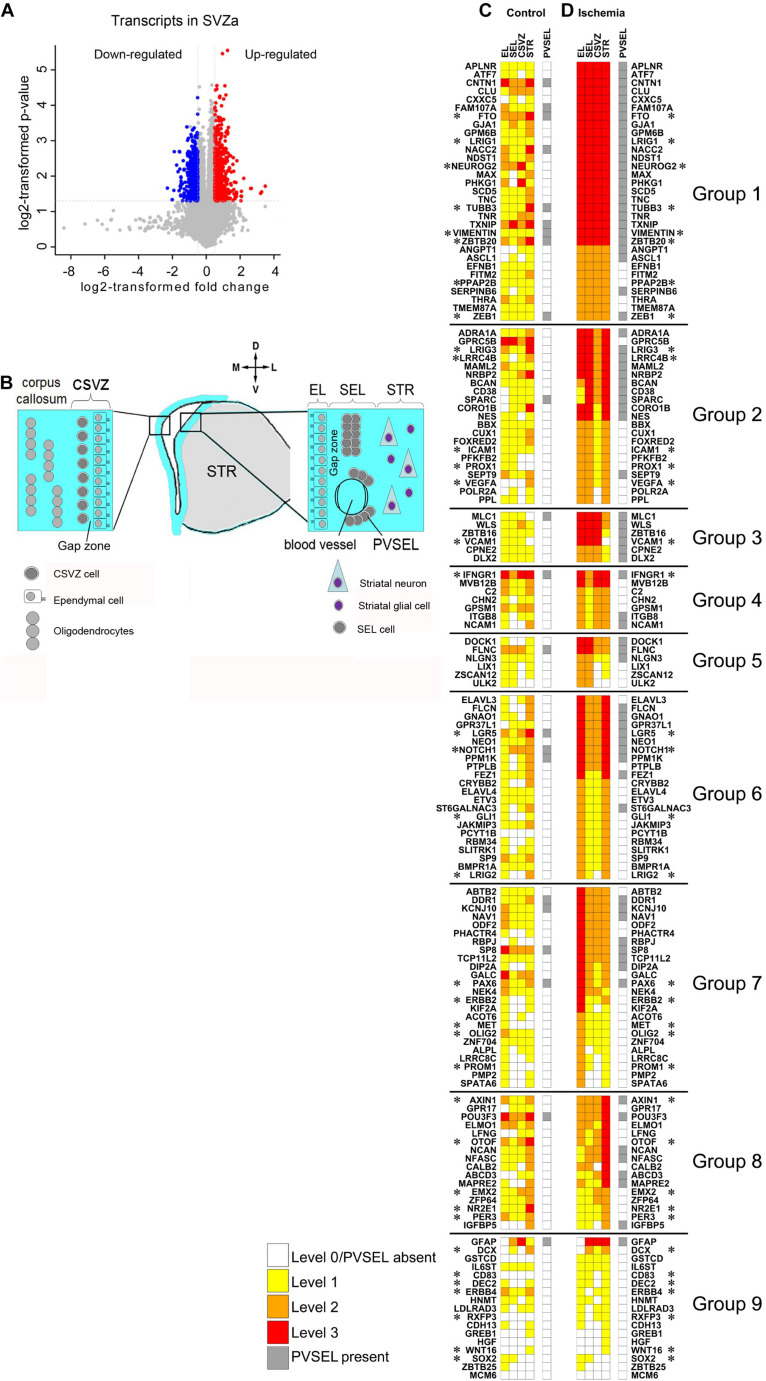
Molecular changes in the neurogenic niche induced by ischemia. **(A)** Volcano plot displays changes in gene expression in monkey SVZa. Transcripts up-or down-regulated and those unchanged are in red or blue and gray. **(B)** Cellular architecture of SVZa on the striatal and the callosal side of the lateral ventricle. For details see Text. **(C,D)** Heat maps illustrating gene expression changes of 150 genes in EL, SEL, CSVZ, STR and PVSEL upon ischemia. The 36 genes implicated in stem cell biology are marked (*). Original data are on “monkey-niche.org.” Expression of 150 genes, deposited in the “monkey-niche” database (Supplementary Table S7) is shown for five regions of interest (Figure 1B). The genes in **(C,D)** are grouped according to their postischemic upregulation: Group 1 (markedly enhanced expression levels in all RoIs), Group 2 (predominantly upregulated in the RoIs on the striatal side of the ventricle), Group 3 (strongly induced in EL, SEL and CVSZ), Group 4 (strongly induced in EL, CSVZ and STR), Group 5 (strongly induced in EL and SEL), Group 6 (strongly induced in EL and STR), Group 7 (strongly induced in EL), Group 8 (strongly induced in STR), Group 9 (genes with low level of expression or not belonging to the other groups).

**FIGURE 2:**
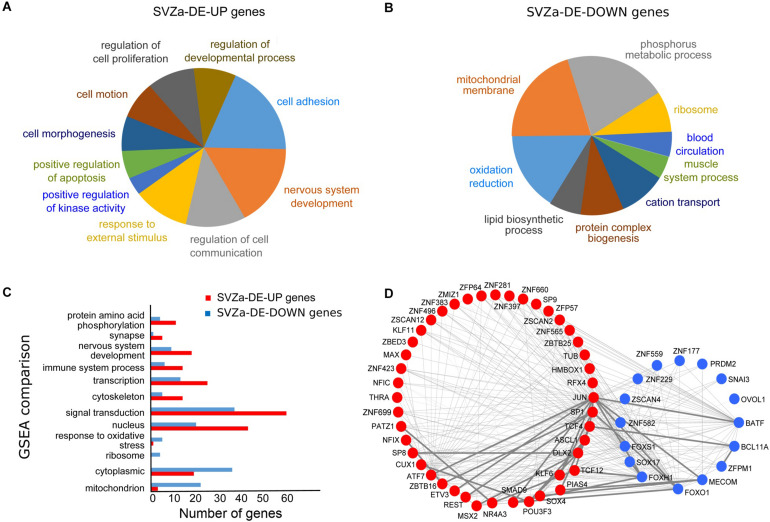
Bioinformatics analysis of the genes differentially induced after ischemia in monkey SVZa. **(A,B)** Pie charts showing the Gene Ontology (GO) categories for SVZa up-regulated genes (SVZa-DE-UP) and SVZa down-regulated genes (SVZa-DE-DOWN). Only those GO categories are shown for which there is enrichment relative to the total SVZa genes (all genes expressed in the SVZa). The SVZa-DE-UP and SVZa-DE-DOWN genes for each GO category are listed in Supplementary Table S4. **(C)** GSEA comparison for SVZa-DE-UP *versus* SVZa-DE-DOWN genes. Fisher’s exact test was applied to identify the sets that show difference between SVZa-DE-UP *and* SVZa-DE-DOWN genes. The genes that correspond to each category are listed in Supplementary Table S5. **(D)** Protein interaction network of the differentially expressed transcription factors. The red nodes represent SVZa-DE-UP genes, while the blue nodes represent SVZa-DE-DOWN genes. The thin lines indicate low interaction score (<0.4), while the thick lines indicate medium or high interaction score (≥0.4).

We looked for transcriptional regulators, which were differentially expressed in SVZa after ischemia. 

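The transcription factors of Table S6 were chosen by the study on these samples. The paper's text counts 45 upregulated and 17 down-regulated ones, and the copy of the table used here lists 48 and 20 symbols. Of the 48 symbols listed as upregulated, 47 were tested, and 46 had higher counts in ischemia than in sham, with a median log2 fold change of 0.71. At an unadjusted p under 0.05 in edgeR 35 of them passed, at an adjusted p under 0.05 0 passed in edgeR and 25 in DESeq2. All of the 18 C2H2 zinc finger genes and the 5 homeobox genes on it were higher, with medians of 0.71 and 1.69. All of the 20 symbols listed as down-regulated had lower counts, with a median of -0.82. Of these 17 passed at an unadjusted p, 0 at an adjusted p in edgeR and 6 in DESeq2. The down-regulated C2H2 zinc finger genes, 11 in number, had a median of -0.65 and the 3 fork head genes one of -1.02. TCF23 had too few counts to be tested.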

We identified 45 upregulated transcription factors corresponding to 18 protein families and 17 down-regulated transcription factors corresponding to 8 protein families (Supplementary Table S6). C2H2 type zinc finger protein family was the most enriched protein family, with 18 upregulated and 11 down-regulated genes, followed by bHLH and homeobox protein families with 5 upregulated genes each. Next we determined which of the transcription factors interact physically or functionally using the STRING database (see foot note 4). This revealed a highly interconnected network formed by both upregulated and down-regulated factors (Figure 2D). 

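JUN, which encodes a subunit of the AP-1 transcription factor, had 28.2 ± 10.7 CPM in sham and 56.9 ± 24.3 in ischemia (SD, n = 3 monkeys), a log2 fold change of 0.98 (standard error 0.13), and was higher in all 3 pairs. DLX2, a transcription factor gene of neural progenitors, had a log2 fold change of 1.26 (standard error 0.25), and SOX4 one of 0.71 (0.17). BATF (-0.93), FOXS1 (-1.02), SOX17 (-0.71), a factor of endothelial cells, and FOXH1 (-1.05) had lower counts in all 3 pairs. FOXS1 and SOX17 had means of 1.63 and 1.93 CPM in sham. Over all genes tested the adjusted p of these 7 genes in edgeR ranged from 0.2055 to 0.279, and none passed. Adjusted over the list of genes named in the paper alone, 6 passed and SOX17 did not (adjusted p 0.05239). That list was chosen by the study on these samples and is not independent evidence. DESeq2 called 5, all but FOXS1 and SOX17. Without the A3 fragments JUN and FOXH1 passed over all genes tested in edgeR, and without the A2 fragments SOX17 was at -0.28. Of 20 immediate early genes, which cells switch on within minutes of a stimulus, JUN alone passed over the list alone, and the median log2 fold change was -0.37 (adjusted p from camera 0.2195). The list was called lower without the A3 fragments (-0.637, adjusted p 0.02445), without MK508 (-0.447, 0.03456) and without MK506 (-0.446, 0.03508). EGR1 (-0.52), EGR3 (-0.46), DUSP1 (-0.50) and JUND (0.17) did not pass. Protein interactions were not analysed here.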

Several transcription factors formed a network hub, including *JUN*, *DLX2*, *ASCL1*, *SOX4*, *BATF*, *FOXS1*, *SOX17*, and *FOXH1* with *JUN* in the center of the network. This raises the possibility that the components of this transcription factor network are involved in regulating aspects of the response of the SVZa to ischemia. Such *in silico* interaction data need to be tested for physical or functional interaction.

In the group of the 488 SVZa-DE-DOWN genes, GO analysis revealed that 143 genes were over-represented in the categories “oxidation reduction,” “mitochondrial membrane,” “cation transport,” and “ribosome” (Figure 2B and Supplementary Table S4). 

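Of 83 subunits of the respiratory chain and ATP synthase, 57 were lower, none was higher and 26 did not pass in edgeR when adjusted over the list alone. The median log2 fold change was -0.46, and it was -0.388, -0.588 and -0.491 in the 3 pairs. Lower members included COX4I1, a subunit of cytochrome c oxidase (-0.85, standard error 0.22), NDUFS3 of complex I (standard error 0.11), UQCRB of complex III (-0.66) and SDHB of complex II (-0.35). ATP5A1 (-0.38) and ATP5B (-0.31) did not pass. Over all genes tested 0 of the 83 passed in edgeR, and 63 were lower and 1 higher at an unadjusted p under 0.05. Table S3 holds 37 of them as down-regulated and 2 as upregulated. The 75 mitochondrial ribosomal proteins had a median of -0.27, the 81 cytosolic ribosomal proteins one of -0.30 and the 37 proteasome subunits one of -0.19. None of their members passed over the list alone, and 24, 8 and 9 were lower at an unadjusted p under 0.05. MRPS9 (-0.44) was among the 24, while RPL31 (-0.42) and PSMC5 (-0.25) did not reach an unadjusted p under 0.05. The ribosomal proteins of the cytosol had a median of 0.056 in the first pair and of -0.597 and -0.252 in the others. All 4 lists were called lower by camera with a preset correlation, with adjusted p of 1.299e-20 for the respiratory chain, 1.278e-09, 1.836e-08 and 0.002012. With an estimated correlation the adjusted p were 0.4684, 0.4684, 0.6394 and 0.4684. None of these calls held in that setting, whose power was not tested. In fry for 1 direction the adjusted p were 0.1557, 0.1557, 0.3595 and 0.1778. With labels exchanged within pairs, camera with the preset correlation still called up to 12 lists. The preset call of the proteasome subunits ended without the A2 fragments (adjusted p 0.1102), without MK501 (0.05755) and without the pair block (0.05876). Markers of neurons, cells rich in mitochondria, had medians below 0. Of 18 striatal projection neuron markers 4 were lower, none was higher and 14 did not pass over the list alone, with a median of -0.74. They included the neuropeptide genes PENK (-1.07) and TAC1, and RGS9 (-0.89), and camera gave an adjusted p of 8.227e-07 (adjusted p = 0.5697 with an estimated correlation). None of 18 pan-neuronal markers passed, with a median of -0.288 and an adjusted p of 0.02237 (adjusted p = 0.7571 with an estimated correlation). SNAP25 was at -0.65, MAP2 at -0.16 and SLC17A7 at 1.42, and without MK504 the median was 0.002 (adjusted p 0.8704), without MK503 -0.003 (0.886), without the A1 fragments -0.144 (0.46), with libraries scaled to equal totals -0.247 (0.06654) and, chosen after the data were seen, without the libraries with POLE2 reads -0.115 (0.07915). The genes of Table S4, chosen by the study on these samples, counted 35 for oxidation reduction, 44 for mitochondrial membrane, 21 for cation transport and 18 for ribosome. All had lower values, 34, 43, 17 and 10 of them at an unadjusted p under 0.05, and DESeq2 called 25, 32, 10 and 4. The count of 57 was 0 in edgeR without the A2 fragments, without the pair block, or without any of MK501, MK506, MK507 and MK508. Without MK503 it was 65.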

Consistent with the GO results, the GSEA analysis showed enrichment of the gene groups “response to oxidative stress”, and “mitochondrion” (Figure 2C and Supplementary Table S5). The genes annotated by these GO terms typically included genes involved in mitochondrial function and their down-regulation following ischemia most probably reflects the dysfunction of mitochondria under hypoxic conditions (Solaini et al., 2010).

### *In situ* Analysis of Gene Expression Changes After Ischemia

The transcriptomic analysis provides a global view of which gene expression levels change after an ischemic insult. To anchor this change to cells and tissues in their natural environment we performed colorimetric ISH on coronal sections through the SVZa (Supplementary Figures 1B1,B2). We generated 150 macaque-specific riboprobes that were hybridized to sections using a flow-through robotic system (Lein et al., 2007) to minimize experimental variability. ISH data from control and ischemic brain sections are freely available on a public database (www.monkey-niche.org; Supplementary Figure 1C). Of note, the images on www.monkey-niche.org show gene expression the SVZa but also in additional brain regions, including the corpus callosum, the cingulate gyrus and the thalamus. For identification of such structures see Saleem and Logothetis, 2007.

In the monkey, the SVZa is composed of the ependymal layer (EL) and the subependymal layer (SEL). The SEL is separated from the EL by an approximately 100-μm-wide, cell-sparse gap zone (Figure 1B; Gil-Perotin et al., 2009). Underneath the striatal SEL lies the striatal parenchyma (STR). NSCs reside predominantly in the SEL on the striatal side of the lateral ventricle (Fuentealba et al., 2015). The callosal side of the monkey lateral ventricles contains a few proliferating cells under the ependyma which do not form clusters (Tonchev et al., 2005). We refer to this region as callosal SVZ (CSVZ**;** Figure 1B). In addition, there are perivascular cell clusters in the striatal SEL (PVSEL). The level of expression in the regions of interest (RoIs) EL, SEL, CSVZ, and STR was visually graded as level 0 (not detected), level 1 (low), level 2 (moderate) or level 3 (high) expression. Expression in PVSEL was assessed as “present” or absent (for illustrations of grading see Supplementary Figure 3).

In this report we focus on genes that belong to the SVZa-DE-UP group because this group was enriched for genes that relate to progenitor cell biology (Figure 2A). 

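LGR5, a stem cell marker of the intestine, had 0.665 ± 0.260 CPM in sham and 1.66 ± 1.12 in ischemia (SD, n = 3 monkeys), a log2 fold change of 1.19 (standard error 0.31, adjusted p 0.2247 in edgeR, 0.02528 adjusted over the list of genes named in the paper alone). ZBTB16, a transcription factor of hematopoietic progenitors, had 5.22 ± 4.87 and 10.3 ± 8.77, a log2 fold change of 1.11 (standard error 0.23, adjusted p 0.2055, and 0.01403 over that list). Both were higher in all 3 pairs. The list was chosen by the study on these samples, and DESeq2 called ZBTB16 (adjusted p 0.00129) but not LGR5 (0.0833). Of 114 genes that Table S7 gives as SVZa-DE-UP genes, chosen on these samples, 112 were tested and 111 had higher counts in ischemia, with a median log2 fold change of 0.67. In edgeR 85 passed at an unadjusted p under 0.05 and 0 at an adjusted p, and in DESeq2 64 passed. Of the 36 further genes, 33 were tested and 28 had higher counts, with a median of 0.196. In edgeR 7 passed at an unadjusted p and 0 at an adjusted p, and in DESeq2 4 passed.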

From the 541 SVZa-DE-UP genes, we performed ISH for 114 genes from the top 300 highly expressed genes in the transcriptome, and which relate to stem cell biology (signaling pathways, transcription factors, regulators of cell adhesion, etc.). Additionally, we included 36 genes for the ISH analysis because they are implicated in stem cell biology (Supplementary Table S7). Of the 114/36 SVZa-DE-UP genes the visual scoring revealed enhanced postischemic expression in at least one RoI for 102/27 genes. A heat map compiled from the data for the annotated 150 genes visualizes the marked effect of ischemia on the gene expression patterns (Figures 1C,D). Genes whose expression is strongly enhanced in all RoIs are found on top of the heat map (Figure 1D), genes induced strongly in two RoIs are found in the middle of the map. Weakly induced genes are found toward the bottom of the map. The genes in the top half of the “ischemia” (Figure 1D) map show strongly enhanced expression in all RoIs, including the STR, suggesting that ischemia considerably affects striatal cells as well. Most of the genes are induced in the SEL, the main stem cell-containing region. Whenever a gene is strongly expressed in the SEL, it is also strongly expressed in 2 or 3 additional RoIs (EL, CSVZ or STR).

### Enrichment of Astrocytic and Oligodendrocytic Transcription Profiles in SVZa-DE-UP Genes

The adult SVZ niche consists of several cell types (Martínez-Cerdeño and Noctor, 2018). In order to gain insight into the cell identity in our SVZa samples, we compared the transcriptome profiles of monkey total SVZa genes or SVZa-DE genes with the transcription profiles of defined cell types isolated from the adult mouse cortex (Zhang et al., 2014). 

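Of 19 markers of myelinating oligodendrocytes, 18 were higher, none was lower and 1 did not pass in edgeR when adjusted over the list alone, with a median log2 fold change of 1.58. They included the myelin protein genes MBP (1.59, standard error 0.55) and MOBP (2.14, standard error 0.52), and MYRF, the transcription factor that drives myelin genes (1.63). ENPP2 (-0.38) was the exception. Of 15 markers of oligodendrocyte precursors, 8 were higher, among them OLIG2 (0.87), BCAS1 (1.07), GPR17 (0.61) and PDGFRA (0.37), 1 was lower (LHFPL3, -0.365) and 6 did not pass, with a median of 0.55. Of 20 astrocyte markers 1 was higher, the potassium channel gene KCNJ10 (0.82), and 19 did not pass, with a median of 0.29. S100B (0.65), AQP4 (0.42), SLC1A2 (-0.15) and SLC1A3 (-0.03) were among the latter. Of 20 genes of reactive astrocytes, 6 were higher, 1 was lower and 13 did not pass, with a median of 0.31. GFAP (1.25, standard error 0.28), CD44, SERPINA3 (1.62), CHI3L1 (1.55), TNC and CD109 (0.77) were higher, and CP (-1.97) was lower. C3 (0.33) did not pass. In camera the adjusted p of the 4 lists were 2.453e-11, 1.003e-04, 0.001313 and 0.004871 with a preset correlation. With an estimated correlation each had an adjusted p = 0.4684, so none of these calls held in that setting, whose power was not tested. With labels exchanged within pairs, camera with the preset correlation still called up to 12 lists. In fry for 1 direction the 4 lists had adjusted p of 0.1942, 0.1824, 0.1824 and 0.1942. Over all genes tested none of their members passed in edgeR, and 18, 9, 6 and 8 were higher at an unadjusted p under 0.05. In the 3 pairs the median of the myelinating oligodendrocyte markers was 2.264, 1.799 and 0.543, while that of the striatal projection neuron markers was -1.457, -0.462 and -0.327. By fragment, the median of the myelinating oligodendrocyte markers in the 3 pairs was 3, 1.88 and 2.8 in A1, 2.48, 2.09 and 0.9 in A2, and -0.4, 0.76 and -2.81 in A3. The share of MBP also differed between fragments of 1 monkey. It ran from 0.03 to 1.482% of the counts over the 9 ischemia libraries and from 0.029 to 1.5% over the 9 sham libraries. In Table S8, whose genes the study chose on these samples, all 23 upregulated genes of myelinating oligodendrocytes and 34 of 35 of astrocytes had higher counts. At an unadjusted p under 0.05 19 and 30 of them passed, and DESeq2 called 20 and 19. Without the A1 fragments, 0 of the 19 myelinating oligodendrocyte markers passed over the list alone, with the 18 libraries as 9 against 9 or without the pair block 1 passed, and without MK501 or MK507 3 passed. The call of the reactive astrocyte genes ended without MK504 (adjusted p from camera 0.05442) and without MK503 (0.0513).

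**Figure D1:**
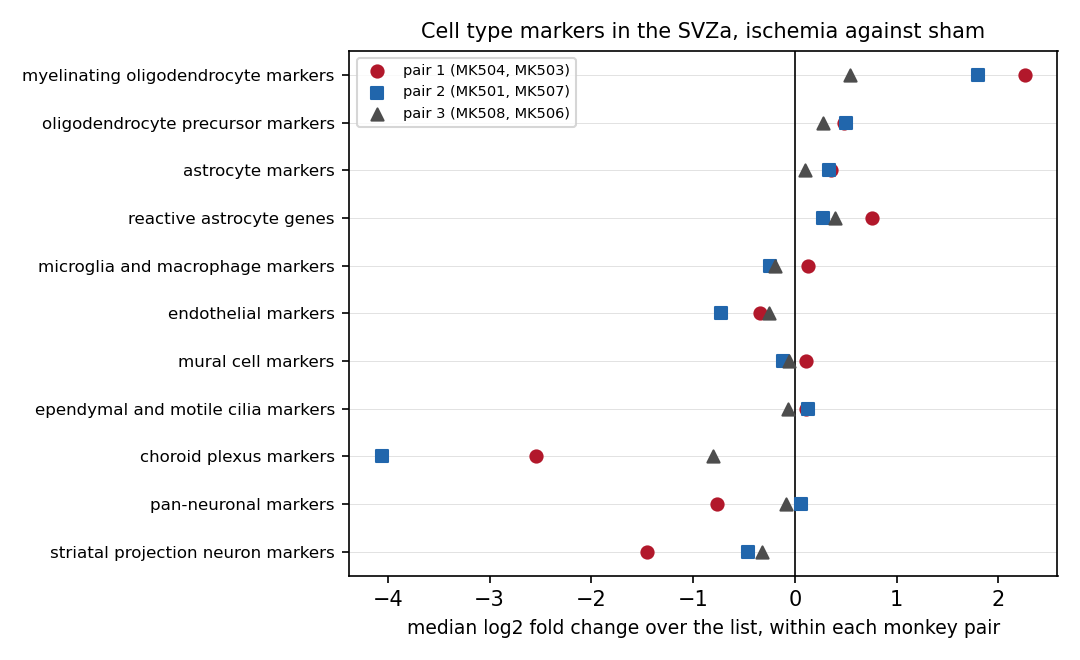
Median log2 fold change, ischemia over sham (horizontal axis), of each list of cell type markers (vertical axis), within each of the 3 monkey pairs (symbols). Myelinating oligodendrocyte markers lie at 0.543 to 2.264 and choroid plexus markers at -4.06 to -0.804.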

We found that SVZa-DE-UP genes were significantly enriched for genes typical for oligodendrocytic cells or astrocytes (Figure 3A and Supplementary Table S8). In contrast, SVZa-DE-DOWN genes were enriched for genes typical for endothelial cells (Figure 3A).

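The median log2 fold change of 17 endothelial markers was -0.42, and it was -0.347, -0.73 and -0.258 in the 3 pairs. None passed when adjusted over the list alone, and 7 were lower and none higher at an unadjusted p under 0.05. The lowest were the growth factor receptor genes KDR (-1.12, standard error 0.23) and TEK (-0.72), and the adhesion gene ESAM (-0.71). CLDN5, a tight junction gene (-0.04), VWF (-0.32) and SLC2A1, the gene of the glucose transporter GLUT1 (0.06, standard error 0.10), were closer to 0. Camera gave the list an adjusted p of 2.532e-04, and an adjusted p = 0.4684 with an estimated correlation. Table S3 holds 4 of the 17 as down-regulated. Of 13 markers of mural cells, which wrap small vessels, none passed over the list alone, with a median of -0.14 (adjusted p from camera 0.7221). PDGFRB was at -0.53 and MCAM at 0.68. None of 22 markers of microglia and macrophages passed, with a median of -0.14 (adjusted p 0.5383), which was -0.249 (0.02492) without the A1 fragments. CSF1R was at -0.14 and CX3CR1 at 0.22. Of 18 markers of ependymal cells and their cilia, TPPP3 alone was higher (0.84), and the median was 0.11 (adjusted p 0.3346). It was 0.277 (0.02162) without A2MK501 and -0.252 (0.03376) without the libraries with POLE2 reads, both left out after the data were seen. The endothelial genes of Table S8, chosen by the study on these samples, were 21 down-regulated and 9 upregulated. All 21 had lower counts and all 9 higher, 18 and 9 of them at an unadjusted p under 0.05, and DESeq2 called 8 and 7.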

**FIGURE 3:**
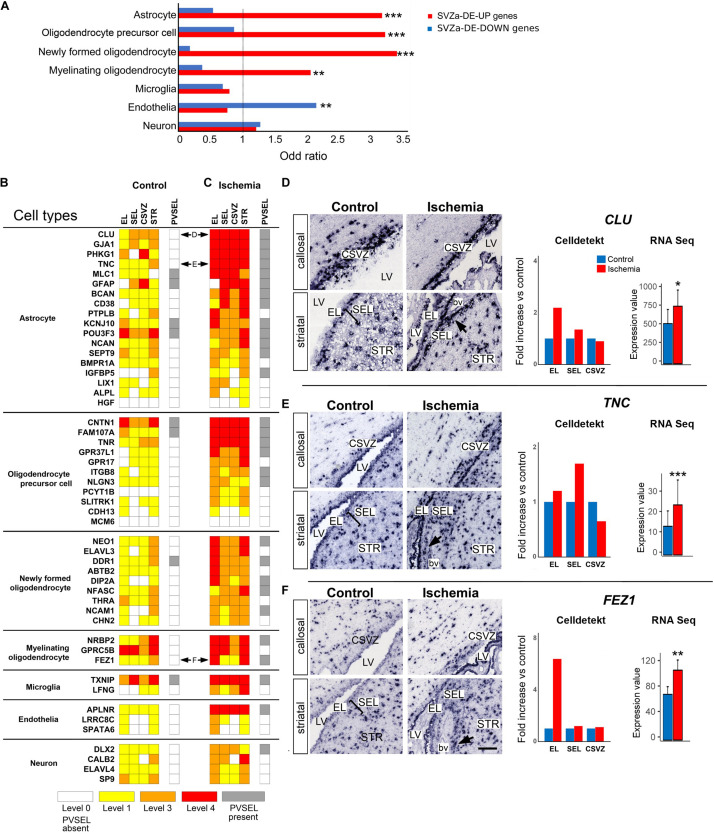
Upregulation of cell-type specific genes in SVZa after ischemia. **(A)** Relative to the total SVZa genes, the SVZa-DE-UP were enriched for the transcription profiles of astrocytic or oligodendrocytic markers (Zhang et al., 2014). Monkey SVZa-DE-DOWN genes were significantly enriched for endothelial genes. * Fisher’s exact test *p*-value < 0.05; ** Fisher’s exact test *p*-value < 0.01; *** Fisher’s exact test *p*-value < 0.001. **(B,C)** Comparative heat maps showing differential expression of genes – assessed by visual scoring -which are characteristic for the different cortical cell types listed on the left. Horizontal double arrows refer to ISH data shown in **(D–F)**. **(D–F)** ISH data illustrating expression of selected genes that are characteristic for astrocytes (**D**, *CLU*; **E**, *TNC*) or myelinating oligodendrocytes (**F**, *FEZ1*). Black arrows point at PVSEL. Expression of each gene was quantified in EL, SEL, and CSVZ (right column) using the Celldetekt. A bar plot shows the expression value of the respective gene as determined by RNA Seq (number of copies normalized by total count derived from 3 control and 3 ischemic brains); *p*-values are as in Panel **A**. See Supplementary Table S1 for atlas coordinates of the sections shown in panels **(D–F)**. Scale bar 100 μm.

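CLU, a secreted chaperone gene of astrocytes, had 1326 CPM in sham and 1884 ± 560.1 in ischemia (SD, n = 3 monkeys), a log2 fold change of 0.53 (standard error 0.17). TNC, the gene of the matrix protein tenascin C, had 92.8 ± 47.0 and 160.6 ± 75.3, with a standard error of 0.12. FEZ1, a gene of axonal transport, had 330.6 ± 124.9 and 420.3 ± 105.2, a log2 fold change of 0.40 (standard error 0.16). The 3 genes were higher in all 3 pairs. In edgeR the adjusted p over all genes tested were 0.2483, 0.2055 and 0.3107, and adjusted over the list of genes named in the paper alone, which the study chose on these samples, CLU (0.03945) and TNC (0.01137) passed and FEZ1 (0.07519) did not. DESeq2 called CLU (adjusted p 0.01455) and TNC (3.27e-05) but not FEZ1 (0.2085). Without the A1 fragments FEZ1 was at -0.027, and without the A3 fragments at 0.711. The other transcript of FEZ1, which Table S3 lists and which was set beside the first after the data were seen, had a log2 fold change of 0.61 (standard error 0.11).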

For 50 of the cell type-enriched genes, ISH data are available in the “monkey-niche” database, and their expression strength was visually scored. A comparison of the heat maps of control (Figure 3B) and ischemic (Figure 3C) SVZa shows that 34 out of these 50 genes were upregulated after ischemia in three of four RoIs. In addition, 29/50 genes showed an increased expression in perivascular cell clusters (Figure 3C, gray boxes; arrows in Figures 3D–F). Among the astrocytic genes upregulated by ischemia were *CLU* (Figure 3D), *TNC* (Figure 3E), *PHKG1* (Figure 4G) and *GJA1* (Figure 4I). Among the enhanced oligodendroglial genes were *FEZ1* (Figure 3F), *GPR37L1* (Figure 4D) and *FAM107A* (Figure 4F). Quantification of expression using Celldetekt software was consistent with the visual scoring shown in Figures 3B,C. A bar plot shows the expression value of the respective genes that are extracted from the RNA Seq data. In most cases, there is a good agreement between RPKM data, Celldetekt-analysis and visual assessment. Altogether, the transcriptomic and ISH analyses demonstrate an upregulation of astrocytic or oligodendrocytic transcripts in postischemic monkey SVZa.

**FIGURE 4:**
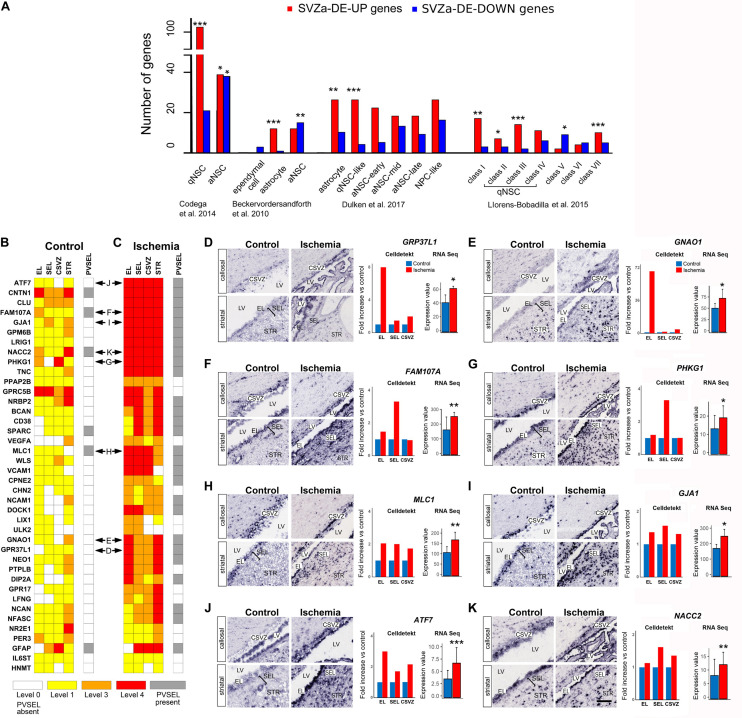
Prevalence of transcripts characteristic for quiescent NSCs in ischemic SVZa. **(A)** Monkey total SVZa genes or SVZa-DE genes were compared with the gene datasets enriched in mouse SVZ progenitors (Beckervordersandforth et al., 2010; Codega et al., 2014; Llorens-Bobadilla et al., 2015; Dulken et al., 2017). The enrichment for each of the progenitor transcription profiles in monkey SVZa-DE genes was statistically analyzed. Monkey genes that correspond to each progenitor type are listed in Supplementary Tables S9–S12. * Fisher’s exact test *p*-value < 0.05; ** Fisher’s exact test *p*-value < 0.01; *** Fisher’s exact test *p*-value < 0.001. **(B,C)** Comparative heat maps of 40 genes from the “monkey-niche.org” database which are found in the datasets of Codega et al., 2014; Dulken et al., 2017; Llorens-Bobadilla et al., 2015. Horizontal double arrows refer to ISH data shown in **(D–K)**. **(D–K)** ISH data, Celldetekt-based quantification of ISH and RPKM based quantification revealed a region-specific strong post-ischemic enhancement in the EL (**D**, *GPR37L1*; **E**, *GNAO1*) or in the SEL (**F**, *FAM107A*; **G**, *PHKG1*). Other genes **(H–K)** were enhanced in EL, SEL and CSVZ (*MLC1*, *GJA1*, *ATF7*, and *NACC2*). Gene expression was quantified (right column) using Celldetekt and transcriptomic data as described in Figure 3. See Supplementary Table S1 for atlas coordinates of the sections shown in panels **(D–K)**. Scale bar 100 μm.

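ATF7, a stress-responsive transcription factor gene, rose from 4.53 ± 2.00 CPM in sham to 8.40 ± 3.71 in ischemia in the DESeq2 test (SD, n = 3 monkeys, log2 fold change 0.90, DESeq2 adjusted p 0.003873). MLC1, an astrocyte membrane protein gene, rose from 347 ± 91.0 to 529.4 ± 120.1 in the same test (log2 fold change 0.61, adjusted p 0.03339). GJA1, which encodes the gap junction protein connexin 43, had a log2 fold change of 0.51 (standard error 0.16), GPR37L1, an astrocyte receptor gene, one of 0.59 (0.20), and PHKG1, a phosphorylase kinase gene, one of 0.56 (0.15). DESeq2 gave these 3 adjusted p of 0.05153, 0.08632 and 0.07821. NACC2 had a log2 fold change of 0.76 (0.27) and was higher in all 3 pairs. FAM107A had log2 fold changes of 1.493 and 1.017 in the first and second pair and -0.191 in the third. GNAO1, a G protein subunit gene of neurons, had -0.251 in the first pair and 0.97 and 0.627 in the others. Both were therefore higher in 2 of 3 pairs, with standard errors of 0.36 and 0.27. Without MK501 GPR37L1 was at 0.355 and NACC2 at 0.437, and GNAO1 was at 0.087 with all its transcripts summed. In edgeR none of the 8 genes passed over all genes tested (adjusted p 0.2055 to 0.4307). Adjusted over the list of genes named in the paper alone, which was chosen on these samples, ATF7, MLC1, GJA1, GPR37L1 and PHKG1 passed (adjusted p 0.01378 to 0.04737), and NACC2 (0.05239), FAM107A (0.1007) and GNAO1 (0.1766) did not.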

### Predominance of qNSC-Related Gene Signatures in the Ischemic Primate SVZa

The progenitor pool in adult mouse SVZ represents a heterogeneous population with subtypes, including the quiescent NSCs (qNSCs) which are slowly proliferating, active NSCs (aNSCs) that further proliferate and produce multipotent transit-amplifying progenitors (TAPs). The transcription profiles of the progenitors at each of these stages have been characterized, in the mouse SVZ, using single-cell RNA Seq (Beckervordersandforth et al., 2010; Codega et al., 2014; Llorens-Bobadilla et al., 2015; Dulken et al., 2017).

To search for the presence of gene signatures typical for progenitor subtypes in the monkey SVZa-DE data sets, we compared our data (total SVZa genes or SVZa-DE genes) with the transcription profiles of mouse SVZ subtypes. 

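Of 20 genes of quiescent neural stem cells, none passed when adjusted over the list alone in edgeR, and 5 were higher and 2 lower at an unadjusted p under 0.05. The median log2 fold change was 0.19, and it was 0.563, 0.201 and 0.072 in the 3 pairs. The 5 were GFAP, PROM1 (0.74, standard error 0.22), ID2 (0.61), the transcription factor gene SOX2 (0.53, standard error 0.15) and NOTCH2 (0.45). HES5 (-0.60) and HEY1 (-0.51), targets of NOTCH signaling, were the 2. SLC1A3, ID4 (0.19) and VCAM1 (0.06) did not pass. Other lists, those of astrocytes and of the NOTCH and BMP pathways, hold 12 of the 20 genes. Camera gave the list an adjusted p of 0.07112 (adjusted p = 0.4684 with an estimated correlation), so it was not called. Without MK507 the adjusted p was 0.03664, without the A2 fragments 0.04638 and without the pair block 0.04571. The genes that Table S9 lists as typical for qNSCs were chosen by the study on these samples, and the copy at hand names 64 of 102 SVZa-DE-UP genes. All 64 had higher counts in ischemia, with a median log2 fold change of 0.69, 51 at an unadjusted p under 0.05 and 0 at an adjusted p in edgeR, and DESeq2 called 36. Table S9 also names 21 SVZa-DE-DOWN genes as typical for qNSCs. All had lower counts, 16 at an unadjusted p under 0.05, and DESeq2 called 10.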

A comparison with the profiles of murine qNSCs and aNSCs (Codega et al., 2014) revealed a significant over-representation of transcripts (102 genes) typical for qNSCs (Figure 4A and Supplementary Table S9). Only 39 SVZa-DE-UP genes belonged to murine aNSCs signature. 

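Of 14 genes of activated neural stem cells and progenitors, 6 were higher, 1 was lower and 7 did not pass in edgeR when adjusted over the list alone, with a median log2 fold change of 0.50. They included NES, DLX2, DLX1 (0.72), SOX4 and OLIG2, which is also a gene of the oligodendrocyte lineage. The D-type cyclin gene CCND2 was lower (-0.54, standard error 0.15), and its paralog CCND1 (0.31) and SOX11 (0.50) did not pass. Camera gave an adjusted p of 4.02e-05, and an adjusted p = 0.4684 with an estimated correlation. Of the 14 genes, 7 are also in other lists. None of 26 cell cycle genes passed over the list alone, and 6 were higher and none lower at an unadjusted p under 0.05. Their median was 0.44, in the 3 pairs 0.496, -0.096 and 0.471. PCNA was at 0.19, MCM4 at -0.01, PLK1 at -0.23 and CCNA2 at -0.37. Camera gave an adjusted p of 0.004871 (adjusted p = 0.5697 with an estimated correlation), which was 0.12 without MK504, 0.1142 without MK503, 0.06733 without MK506, 0.06876 without MK508, 0.06281 without the A3 fragments and 0.06137 with the libraries as 9 against 9. Table S9, chosen by the study on these samples, lists 39 upregulated and 35 down-regulated genes as typical for aNSCs. Of these 34 had higher counts and 35 lower, 28 and 31 at an unadjusted p under 0.05. In edgeR none passed over all genes tested, and DESeq2 called 20 and 23.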

Unlike the SVZa-DE-UP genes, the SVZa-DE-DOWN genes were enriched for aNSC signatures (Figure 4A and Supplementary Table S9). An enrichment of qNSC-like transcriptional profiles in monkey SVZa-DE-UP genes and of aNSC-like profiles in monkey SVZa-DE-DOWN genes was also observed when we compared the SVZa-DE transcripts with the datasets of two other studies (Beckervordersandforth et al., 2010; Dulken et al., 2017; Figure 4A and Supplementary Tables S10, S11).

Llorens-Bobadilla et al. (2015) have reported transcriptomes of murine SVZ progenitors isolated from control mice and mice subjected to global brain ischemia after 2 days. The authors identified gene signatures for seven subclasses of SVZ cells. Class I genes are characteristic for oligodendrocytes, classes II-VI characterize sequential NSC transitory states (dormant qNSC [class II)], primed qNSC [class III)], non-mitotic aNSC [class IV], mitotic aNSC [class V], TAPs [class VI], and class VII characterize neuroblasts. The induction of global cerebral ischemia to the mouse brain upregulated classes I, II and III (Llorens-Bobadilla et al., 2015). 

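The genes of Table S12 were chosen by the study on these samples. Of its upregulated genes, the 17 of class I, genes of oligodendrocytes, all had higher counts in ischemia, with a median log2 fold change of 0.70, and 16 reached an unadjusted p under 0.05. Of 7 genes of class II, the dormant qNSCs, 6 had higher counts, 5 at an unadjusted p under 0.05. All 14 genes of class III, the primed qNSCs, had higher counts, 10 at an unadjusted p under 0.05, with a median of 0.58. In edgeR none of them passed over all genes tested, and DESeq2 called 15, 4 and 6. The down-regulated genes of these classes numbered 3, 3 and 2, all with lower counts. In the sums of the 3 fragments, the medians of the class I genes' cell type, the myelinating oligodendrocytes, and of striatal neurons had opposite signs in each pair. By fragment they had the same sign in A2 of the second pair (2.09 and 0.7) and in A3 of the first (-0.4 and -0.99). In the other fragments the signs were opposite.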

A comparison of our data sets with their study revealed that 38 of the monkey SVZa-DE-UP genes were enriched in genes of classes of I, II and III (Figure 4A and Supplementary Table S12) corresponding to gene signatures of oligodendroglial cells and qNSCs. We also observed that 10 of the up-regulated monkey genes showed enrichment in class VII (neuroblast) genes of Llorens-Bobadilla et al., 2015. These results raise the possibility that besides the predominance of the quiescent state of the SVZa cells, a small number of SVZa precursors leave quiescence.

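Of 15 neuroblast markers, 5 were higher, none was lower and 10 did not pass in edgeR when adjusted over the list alone. The 5 were SP8 (log2 fold change 1.71, standard error 0.32), DLX2 and DLX1, transcription factors of olfactory interneurons, ELAVL4 (0.84) and SOX4. DCX, the gene of doublecortin, a microtubule protein of migrating neuroblasts, had a log2 fold change of 0.40 (standard error 0.17, adjusted p 0.1149 over the list alone), TUBB2B one of 0.39 and TUBB3, which is also high in mature neurons, one of -0.21. The list had a median of 0.50, with 0.087, 0.512 and 0.769 in the 3 pairs. Camera gave an adjusted p of 7.355e-04, an adjusted p = 0.5697 with an estimated correlation and an adjusted p of 0.07313 without the A3 fragments. Other lists hold 4 of the 15 genes and Table S3 holds 5 as upregulated. All 10 upregulated class VII genes of Table S12 had higher counts in ischemia, with a median of 0.84, 9 at an unadjusted p under 0.05, and DESeq2 called 8. They were chosen by the study on these samples. From the genes shared with the mouse signatures, the paper states that the upregulated genes of classes I, II and III correspond to signatures of oligodendroglial cells and qNSCs. It proposes as a possibility that, besides a predominance of the quiescent state, a small number of precursors left quiescence.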

40 of the 116 genes present in the qNSC datasets of mouse SVZ (Codega et al., 2014; Llorens-Bobadilla et al., 2015; Dulken et al., 2017) are available in the “monkey-niche” database. Notably, 23 of these qNSC-typical genes showed ischemia-induced upregulation in three or four of the RoIs (Figures 4B,C). In addition, 28 genes showed an increased expression in perivascular cell clusters along SVZa vessels (Figure 4C, gray boxes). In Figures 4D–K we show sample ISH data for genes with a specific pattern of postischemic upregulation. *GPR37L1* and *GNAO1* are predominantly upregulated in the EL after ischemia (Figures 4D,E). The genes *FAM107A* and *PHKG1* are strongly upregulated in the SEL and to a lesser extent in the EL (Figures 4F,G). The genes *MLC1, GJA1*, *ATF7*, and *NACC2* (Figures 4H–K) are upregulated in all three RoIs (EL, SEL, and CSVZ). The transcriptomics and ISH results support the notion of an enhancement of qNSC-related transcripts in monkey EL and SEL.

### Enhanced Postischemic Expression of Genes Belonging to Signaling Pathways

GSEA enrichment analysis revealed that components of several signaling pathways (NOTCH, BMP, and WNT) were significantly enriched in the SVZa-DE-UP genes (Supplementary Table S13). 

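Of 30 genes of the BMP pathway, 4 were higher, none was lower and 26 did not pass in edgeR when adjusted over the list alone. They were CXXC5, NEO1, BMPR1A and RGMA (log2 fold change 0.45), a ligand of the receptor NEO1. BMPR2 (-0.17) and SMAD4 (0.11) did not pass. The median of the list was 0.17. Camera gave an adjusted p of 0.01025, and an adjusted p = 0.4684 with an estimated correlation. With the preset correlation it was 0.1547 without MK504, 0.1534 without MK503, 0.07834 without MK508, 0.07703 without MK506 and 0.06281 without the A3 fragments. MK504 and MK503 form a pair, as do MK508 and MK506, so leaving out either monkey is nearly the same test. Of 61 genes of the WNT pathway, 1 was higher and 2 were lower over the list alone. The higher gene was SFRP1 and the lower ones were the ligand gene WNT16 and WIF1 (-0.78), a secreted inhibitor of WNT ligands. The median was 0.08 (adjusted p from camera 0.1621, and 0.03335 with a median of 0.12 without the A1 fragments), and CTNNB1, which encodes beta-catenin, was at 0.08 and APC at 0.17. Of 32 genes of the NOTCH pathway none passed over the list alone, and 8 were higher and 5 lower at an unadjusted p under 0.05. The median was 0.10 (adjusted p from camera 0.121). ADAM10 (0.56), a protease gene whose product cleaves NOTCH receptors, was among the 8. The upregulated genes of Table S13, chosen by the study on these samples, were 8 for NOTCH, 5 for BMP and 8 for WNT. All had higher counts in ischemia, 6, 3 and 5 of them at an unadjusted p under 0.05, and DESeq2 called 5, 3 and 3.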

*NOTCH1* (Figure 5A), its transcriptional effector *RBPJ* (Figure 5B) and *LFNG* (Figure 5C), a regulator of Notch signaling in NSCs (Semerci et al., 2017) are strongly induced in the EL. BMP pathway-related transcripts, *BMPR1A* and *NEO1* receptors (Figures 5D,E) as well as the *CXXC5* zinc finger protein (Figure 5F) are also upregulated in the EL. Upregulation of WNT pathway members was evident in EL, SEL and CSVZ (Figures 5G–I). In contrast to the SVZa-DE-UP genes, the SVZa-DE-DOWN genes were not significantly enriched for genes belonging to these pathways (Supplementary Table S13).

**FIGURE 5:**
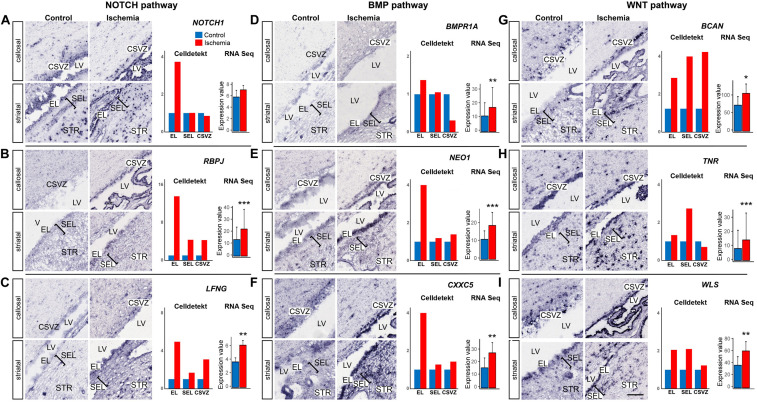
Post-ischemic increase of expression of genes of NOTCH, BMP and WNT pathways. **(A–C)** NOTCH pathway: *NOTCH1*, *RBPJ* and *LFNG*. Note the strong post-ischemic enhancement of these three genes in the EL. **(D–F)** BMP pathway: *BMPR1*, *NEO1* and *CXXC5*. Note the post-ischemic enhancement of the genes in the EL. **(G–I)** WNT pathway: *BCAN*, *TNR* and *WLS*. Note the post-ischemic enhancement of the genes in EL, SEL and for BCAN also in the CSVZ. Gene expression was quantified (right column) using Celldetekt and transcriptomic data as described in Figure 3. See Supplementary Table S1 for atlas coordinates of the sections shown in panels **(A–I)**. Scale bar 100 μm.

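RBPJ, the DNA-binding effector of NOTCH, rose from 25.1 ± 19.5 CPM in sham to 41.8 ± 29.8 in ischemia in the DESeq2 test (SD, n = 3 monkeys, log2 fold change 0.81, DESeq2 adjusted p 0.002086). In the same test the BMP receptor gene BMPR1A rose from 32.0 ± 26.8 to 48.5 ± 38.5 (log2 fold change 0.64, DESeq2 adjusted p 0.003114), NEO1 from 66.9 ± 27.7 to 116.1 ± 43.7 (0.82, DESeq2 adjusted p 9.023e-05) and CXXC5, a zinc finger protein gene, from 19.3 ± 9.18 to 34.8 ± 9.39 (0.92, DESeq2 adjusted p 9.346e-04). The proteoglycan gene BCAN rose from 222.4 ± 69.8 to 324.1 ± 81.2 and TNR, the gene of tenascin R, from 38.2 ± 58.7 to 65.4 ± 85.0 (DESeq2 adjusted p 0.007489 and 2.031e-04). Both are also genes of oligodendrocyte precursors, and the large SD of TNR goes with its level of 106 and 163.6 in the first pair. NOTCH1 had a log2 fold change of 0.27 (standard error 0.11), WLS, which carries WNT ligands to the cell surface, one of 0.36 (0.14), and LFNG, a glycosyltransferase that modifies NOTCH receptors, one of 0.16 (0.11). All 9 genes were higher in all 3 pairs. Over all genes tested none passed in edgeR (adjusted p 0.2055 to 0.5004). Adjusted over the list of genes named in the paper alone, which was chosen on these samples, RBPJ, BMPR1A, NEO1, CXXC5, BCAN and TNR passed, and NOTCH1 (0.08068), LFNG (0.2346) and WLS (0.06215) did not. Without the A3 fragments RBPJ, BMPR1A, NEO1 and CXXC5 passed over all genes tested, without the A1 fragments CXXC5 was at 0.604 and BCAN at 0.376, and without the pair block TNR was at 0.777. The transcripts of LFNG and WLS that Table S3 lists, set beside the others after the data were seen, had log2 fold changes of 0.70 (standard error 0.22) and 0.74.

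**Figure D2:**
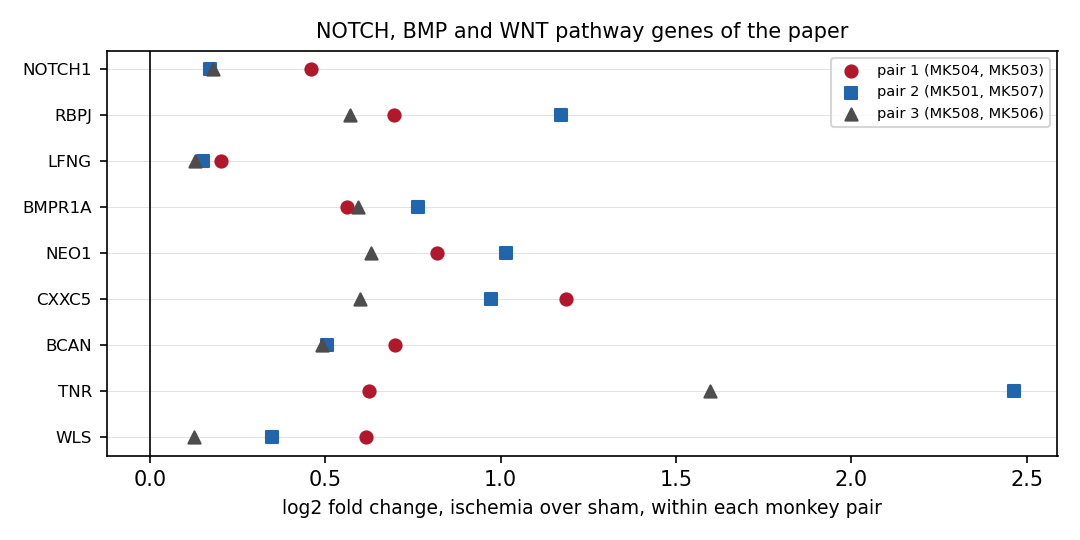
Log2 fold change, ischemia over sham (horizontal axis), of the 9 pathway genes (vertical axis) within each of the 3 monkey pairs (symbols). All values are above 0, from 0.127 for WLS in the third pair to 2.464 for TNR in the second.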

### Novel Gene Markers for the Primate SVZa

Single-cell RNA Seq experiments have provided transcriptional profiles of many SVZ cell types (Beckervordersandforth et al., 2010; Codega et al., 2014; Llorens-Bobadilla et al., 2015; Dulken et al., 2017; Zywitza et al., 2018). We found that 38 out of the 150 genes of the “monkey-niche” database were not present in any of these profiles (Figures 6A,B). Examples include *APLNR*, *MAX*, *SCD5*, and *KIF2A* (Figures 6C–F). The apelin receptor (APLNR; Figure 6C) is an angiogenesis-promoting cell surface molecule (Wu et al., 2017). Its expression was markedly increased upon ischemia in the EL as well as in non-vascular cells of the SEL (Figure 6C, arrow). Similarly, *MAX*, a transcription factor which is an obligate partner of the proliferation driver MYC, was also markedly enhanced after ischemia, particularly in the SEL (Figure 6D). *SCD5* (Figure 6E), encoding a primate-specific isoform of Stearoyl-CoA Desaturase (Wang et al., 2005), and the microtubule-associated protein *KIF2A* (Figure 6F) were both strongly upregulated in the EL after ischemia. Other interesting examples of novel SVZa genes are accessible on monkey-niche database and include the intestinal stem cell marker LGR5 (Barker et al., 2007) and the hematopoietic progenitor marker *ZBTB16* (Pardrige et al., 1990).

**FIGURE 6:**
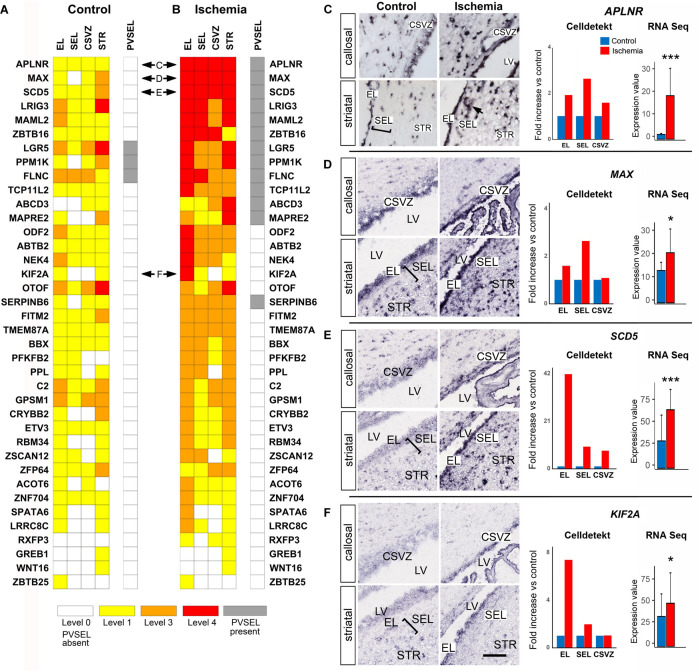
Expression patterns of genes not previously documented in SVZ niche. **(A,B)** Heatmaps of control and ischemic SVZa. 38 genes are arranged according to the strength of postischemic expression. Horizontal double arrows refer to ISH data shown in **(C–F)**. **(C–F)** Strong enhancement of *APLNR* in both EL and SEL **(C)**. Note *APLNR* expression in SEL cells adjacent to blood vessels (arrow). The gene *MAX* **(D)** is enhanced in both EL and SEL, while *SCD5* **(E)** and *KIF2A* **(F)** are predominantly up-regulated in the EL. Gene expression was quantified (right column) using Celldetekt and transcriptomic data as described in Figure 3. See Supplementary Table S1 for atlas coordinates of the sections shown in panels **(C–F)**. Scale bar 100 μm.

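KIF2A, a microtubule-depolymerizing kinesin gene, rose from 101.6 ± 76.9 CPM in sham to 144.7 ± 98.6 in ischemia in the DESeq2 test (SD, n = 3 monkeys, log2 fold change 0.57, DESeq2 adjusted p 0.008608), and was higher in all 3 pairs. The main transcript of MAX, the partner gene of MYC, stood at 42.9 ± 11.9 and 47.1 ± 16.7 (log2 fold change 0.11, standard error 0.12), and was higher in 1 of 3 pairs. That of SCD5, a stearoyl-CoA desaturase gene, stood at 331.2 ± 19.0 and 368 ± 47.6 (log2 fold change 0.15, standard error 0.14). The transcripts of MAX and SCD5 that Table S3 lists, set beside the main ones after the data were seen, had log2 fold changes of 0.51 and 1.47. In edgeR the adjusted p over all genes tested were 0.2055 for KIF2A, 0.6766 for MAX and 0.638 for SCD5. Adjusted over the list of genes named in the paper alone, which was chosen on these samples, KIF2A passed (0.01378) and MAX (0.4225) and SCD5 (0.3817) did not.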

### Apelin Receptor Marks Specific Cell Populations in the Primate SVZa

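APLNR, the gene of the apelin receptor, had 6.96 ± 1.90 CPM in sham and 63.2 ± 39.0 in ischemia (SD, n = 3 monkeys), and edgeR fitted a 7.73-fold difference within pairs (log2 fold change 2.95, standard error 0.47), which is not the ratio of these means. The log2 fold change was 4.162, 1.851 and 2.871 in the 3 pairs. Its ligand gene APLN had 16.3 ± 6.56 and 39.3 ± 17.0 CPM. Of 15 angiogenesis genes, 3 were higher (APLNR, APLN and ANGPT1 at 1.13), 1 was lower, the receptor gene KDR, and 11 did not pass in edgeR when adjusted over the list alone. Their median was -0.069 and their mean 0.115, and camera did not call the list (adjusted p 0.7272, direction up). VEGFA was at -0.09 and NRP2 at 0.49. Over all genes tested APLNR had an adjusted p of 0.2055 in edgeR, and over the list of genes named in the paper alone, which was chosen on these samples, one of 0.01137. DESeq2 gave an adjusted p of 2.273e-11, and edgeR with the libraries as 9 against 9 one of 0.02621. Without the A1 fragments its log2 fold change was 1.839 (adjusted p over all genes tested 0.74), and without the A2 fragments 3.564 (0.04943).

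**Figure D3:**
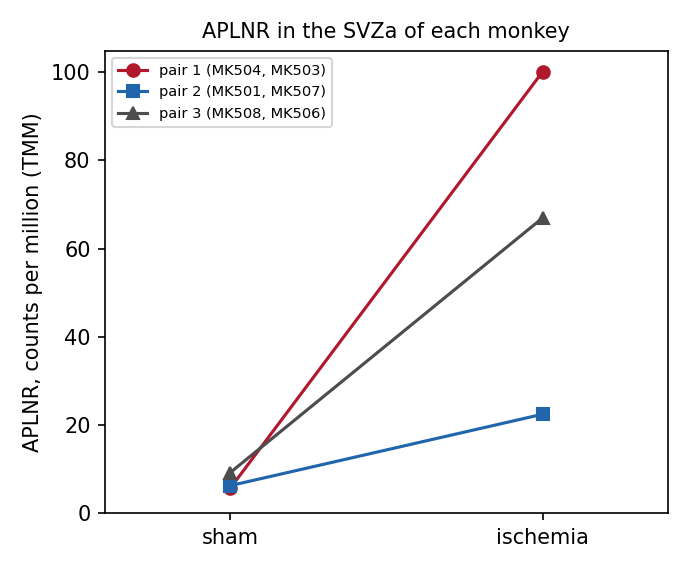
Normalized CPM of APLNR (vertical axis) in the sham-operated and the ischemic monkey of each pair (points joined by lines). The sham-operated monkeys lie at 5.57 to 9.132 and the ischemic ones at 22.397 to 100.124.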

The transcriptome data showed ∼10-fold increase in the expression of *APLNR* (Figures 1C,D, 6C), one of the genes not previously documented in the rodent or primate SVZ. The ISH confirmed a strong induction of *APLNR* in postischemic monkey EL and SEL (Figure 6C). In the brain, Aplnr is expressed in vascular cells and neurons (Wu et al., 2017). Recent data indicate that Aplnr promotes postischemic angiogenesis and neuroprotection, at least in rodents (Wu et al., 2017). To identify which SEL cell type(s) express *APLNR* in monkey SVZa, we combined fluorescent ISH (FISH) for *APLNR* (Figure 7A) with immunofluorescence staining for markers of cells present in the niche (Figure 7B and Supplementary Table S14). One of the monkeys had been injected with the thymidine analog bromodeoxyuridine (BrdU) that selectively labels *de novo* generated cells (Tonchev et al., 2003, 2005).

**FIGURE 7:**
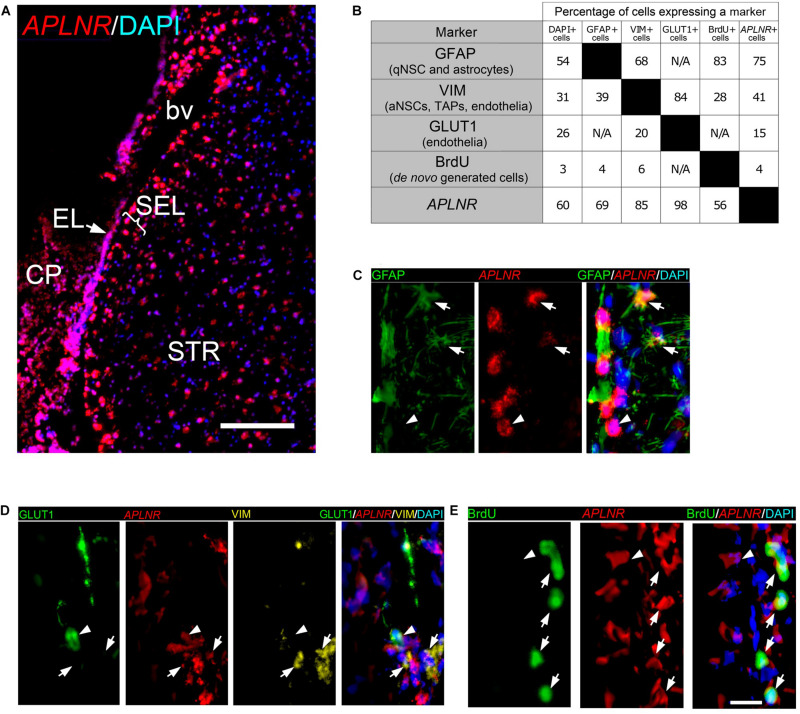
Cell identity of *APLNR* positive cells in SVZa of monkey brain. **(A)** Fluorescent ISH (FISH) staining of *APLNR* (red) on a coronal macaque brain section. A low magnification view of the striatal aspect of SVZa shows expression in EL, SEL and STR. **(B)** Two-way matrix showing the cell fractions expressing each of the markers analyzed. Each column corresponds to a SEL cell class positive for the corresponding marker. **(C–E)** High magnification views of SEL showing combinatorial labeling of *APLNR*, and GFAP, VIM, GLUT1 or BrdU. The EL is not shown. **(C)** *APLNR*/GFAP co-staining reveals the presence of *APLNR* + /GFAP + cells (arrows) and *APLNR* + /GFAP- cell (arrowhead). **(D)** *APLNR*/VIM/GLUT1 triple labeling in SEL. Arrows, *APLNR* + /VIM + /GLUT1- cells; arrowhead, *APLNR* + /VIM + /GLUT1 + cell. **(E)** *APLNR*/BrdU co-staining reveals the presence of *APLNR* + /BrdU + cells (arrows) and *APLNR* + /BrdU- cell (arrowhead). Scale bars 500 μm **(A)**, 25 μm **(E)**.

To analyze the cell identity of thousands of cells in the primate SEL we developed a semi-automated approach. It involved segmentation of all DAPI stained nuclei, of cytoplasmic florescence signals derived from FISH or fluorescence-tagged antibodies against GFAP, VIM or GLUT1, and of nuclear BrdU. We found that 60% of all SEL cells express *APLNR* and 54% of all SEL cells express GFAP. A quarter of the SEL cells expressed VIM or GLUT1. After BrdU infusion, 3% of the SEL cells are BrdU-positive (BrdU+), confirming that only a few primate SEL cells were *de novo* generated (Figure 7B).

Examples of co-expression of *APLNR* with cell-type markers in the SEL (Figures 7C–E) and the percentages of co-expression (Figure 7B) are shown. 75% of the *APLNR*+ cells expressed GFAP (Figures 7B,C, arrows) and 69% of GFAP+ cells expressed *APLNR* (Figure 7B). These data show that *APLNR* is expressed in a significant proportion of SEL cells representing either niche astrocytes or qNSCs. *APLNR*/VIM co-labeling experiments demonstrated that 41% of the *APLNR*+ cells expressed VIM (Figures 7B,D, arrows), and 85% of the VIM+ cells were positive for *APLNR* (Figure 7B). To distinguish between *APLNR*+ /VIM+ endothelial cells and *APLNR*+/VIM+ neural progenitors (aNSCs or TAPs), we performed triple-labeling experiments combining *APLNR*/VIM co-staining with labeling for the endothelial marker GLUT1 (Pardrige et al., 1990; Figure 7D). We found that 98% of the GLUT1+ cells also expressed *APLNR* (Figures 7B,D, arrowhead). However, only 15% of the *APLNR*+ cells in the SEL were positive for GLUT1 (Figure 7B). Thus, we clearly detected *APLNR*+/VIM+ cells, which were negative for GLUT1 in SEL (Figure 7D, arrows), probably representing activated progenitors. To further support the notion that *APLNR* is expressed by proliferating cells, newly generated cells were labeled by BrdU infusion at five subsequent days. Double-staining for *APLNR* and BrdU revealed that 4% of the *APLNR*+ cells had incorporated BrdU (Figures 7B,E, arrows), and 56% of the BrdU+ cells expressed *APLNR* (Figure 7B). Notably, APLNR expression was evident in the SVZ niche not only upon ischemia, but also in the brain of sham-operated macaques. In contrast, in the mouse SVZ *Aplnr* mRNA was not expressed in the EL and only weakly expressed in the SEL (Supplementary Figure 4B, dotted lines). Strong *Aplnr* signal was detected in the murine neurons (Supplementary Figure 4B, arrowheads).

## Discussion

### Status of Neurogenic Niche One Week After Ischemia

To identify the response of the SVZ neurogenic niche upon ischemic insult in the adult primate brain is a challenging task. Here, we present the first comprehensive characterization of the molecular responses of the monkey SVZ at a transcriptome level seven days after an ischemic injury. The time point of our analysis precedes the proliferative response of the SVZ niche (Tonchev et al., 2005) by a week. We provide evidence that the predominant progenitor expression profile of SVZ was typical for genes characteristic for the qNSCs state. Furthermore, we found many upregulated genes typical for astrocytes and oligodendrocytes, possibly related to the up-regulation of WNT and BMP signaling pathways (Han et al., 2014; Guo et al., 2015). Because qNSCs and astrocytes share many common gene expression profiles (Götz et al., 2015) the enrichment of astrocytic fate in the ischemic primate SVZ further support a prevalence of progenitors in a quiescent state.

Under steady-state conditions, the SVZa cells in the adult baboon monkey are enriched for the repressive chromatin marks H3K9me3 that point at a heterochromatin state (Foret et al., 2014). Ischemia in macaque brain induced expression of ∼1000 genes (15% of the total genes expressed in SVZa) which is likely to be accompanied by changes in the epigenetic state of the induced genes. It will be interesting to explore how ischemia affects the presence of repressive chromatin marks in monkey SVZa and which genes have retained or lost this mark. For example, the macaque transcriptome data did not reveal statistically significant expression changes of genes critical of NSC activation, including *EGFR* (Codega et al., 2014; Dulken et al., 2017) and *INFGR1* (Llorens-Bobadilla et al., 2015). It thus appears that more than a week is necessary to transform the transcriptional landscape of the macaque SVZa from a quiescent toward an active state, while in the rodent this transformation begins to take place on the second day following global ischemia (Llorens-Bobadilla et al., 2015). 

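EGFR, the receptor gene of epidermal growth factor, had 15.1 ± 14.6 CPM in sham and 16.1 ± 14.0 in ischemia (SD, n = 3 monkeys), a log2 fold change of 0.18 (standard error 0.17). It was 0.016 and 0.574 in the first and second pair and -0.033 in the third. IFNGR1, an interferon gamma receptor gene, had 48.7 ± 5.73 and 55.4 ± 5.17, a log2 fold change of 0.19 (standard error 0.12), and was higher in 2 of 3 pairs. Neither passed in edgeR over all genes tested (adjusted p 0.6206 and 0.4803) or over the list of genes named in the paper alone (0.3696 and 0.2205), nor in DESeq2 (adjusted p 0.7493 and 0.652). Of 18 genes induced by interferon, none passed over the list alone and 1 was higher at an unadjusted p under 0.05, with a median log2 fold change of 0.16 (adjusted p from camera 0.2042). Without A2MK501, left out after the data were seen, the median was 0.199 (0.04715). IRF9 was at 0.27.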

Another possible reason for the prevalence of qNSC-like gene signatures is an increase of the NOTCH and BMP signaling pathways detected at postischemic day 7, particularly in the EL. These two pathways are responsible for preserving quiescence of both NSCs (Chapouton et al., 2010; Llorens-Bobadilla et al., 2015) and ependymal cells (Carlén et al., 2009; Luo et al., 2015).

The postischemic response of brain stem cells has been studied in rodents (Napoli and Borlongan, 2016; Dillen et al., 2019; Nakagomi et al., 2019). While in the adult rodent brain, the ependymal cells are quiescent and express Notch signaling components, upon stroke they become activated to produce neuroblasts and glial cells. This requires Notch down regulation in the ependyma (Carlén et al., 2009). We find, in the macaque, seven-days after ischemia, an *enhanced* ependymal expression of members of the Notch signaling pathway (*Notch1, RBPJ, LFNG*). This upregulation of Notch signaling may be the reason for the inability of primates to initiate neurogenesis. A caveat is that down-regulation of Notch signaling could occur but after the 7 day time point.

### Genes With a Novel Expression Pattern in Primate SVZa

We report the expression pattern of 38 genes previously not documented in the mammalian SVZ. An intriguing example is the enzyme Stearoyl-CoA Desaturase 5. *SCD5* is not present in rodents (Wang et al., 2005). We found a strong postischemic activation of *SCD5* in the EL. Interestingly, SCD5 can inhibit cell proliferation by suppressing the EGFR signaling pathway (Sinner et al., 2012). This could contribute to the prevalence of qNSCs in the postischemic monkey SVZa. A strong postischemic enhancement in the EL was observed for the *Kinesin Family Member 2A* (*KIF2A*), a mitotic spindle regulator (Wordeman and Mitchison, 1995) involved in human cortical development (Cavallin et al., 2017). Another interesting example was the transcription factor *Myc-Associated Factor X* (*MAX*). The MAX protein forms heterodimers with several other transcription factors, most notably with c-MYC, which is critical in maintaining stemness of embryonic stem cells (Yoshida, 2018).

Two of the novel genes in the primate SVZa were shown to play a role in non-neuronal stem cell niches. These include *LGR5*, expressed in intestinal stem cells (Barker et al., 2007) and *ZBTB16*, which marks immature hematopoietic progenitors (Liu, 2007). Interestingly, we found a strong postischemic expression of both genes in EL and SEL. LGR5 is not expressed in the mouse SVZ (Yu et al., 2017) and its presence in the primate SVZa may indicate a primate-specific expression. During embryonic chick development, *ZBTB16* maintains the self-renewal of neural progenitors (Gaber et al., 2013), and its potential involvement in adult primate neurogenesis needs to be further studied.

### APLNR Exhibits a Strong Expression in Primate SVZa

Our data show, for the first time, expression of *APLNR* in the EL and SEL of the primate SVZa. This *APLNR* transcription is markedly increased upon ischemia. Studies reporting the transcriptomes of murine SVZ cell types (Beckervordersandforth et al., 2010; Codega et al., 2014; Llorens-Bobadilla et al., 2015; Dulken et al., 2017; Zywitza et al., 2018) did not detect *Aplnr* mRNA. We show here that such expression was very weak in the mouse SEL and undetectable in the EL, while in the control primate brain, both SEL and EL showed moderate presence of *APLNR* transcripts, implicating possible contribution to brain neurogenesis. Noteworthy, genetic *APLNR* variants have been associated with the increased stroke risk in humans (Hata et al., 2007). In rodents, activation of the apelinergic system improves the recovery after experimental stroke by inhibiting neuronal apoptosis and facilitating angiogenesis (Chen et al., 2015; Wu et al., 2017). Our data showing *APLNR* transcripts in *de novo* generated SVZa progenitors suggest that *APLNR* might contribute not only to postischemic neuroprotection, but also to regeneration after brain injury. Because APLNR is a druggable target, this receptor can serve as an entry point of clinically relevant molecules into a wide spectrum of primate SVZa cells.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by Animal Care and Ethics Committee of Kanazawa University Graduate School of Medical Sciences, Japan.

## Author Contributions

AS, GE, and AT designed the experiments. MC, CT, N-HH, IV, SP, and TY performed the experiments. HW, LW, and SP programed the data. MC, HW, SP, AS, GE, and AT analyzed the data. JY, GE, and AT supervised the project. AS, GE, and AT wrote the manuscript. All contributing authors commented on the manuscript and contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 www.monkey-niche.org

2 https://web.archive.org/web/20190414050927/http://www.rhesusbase.org/

3 https://david.ncifcrf.gov/

4 http://string-db.org/

5 https://cytoscape.org/

6 https://openslide.org/

7 https://openseadragon.github.io/

8 http://www.python.org/

9 http://www.pythonware.com/

10 https://github.com/biocompibens/SME/

11 https://github.com/StoyanPv/MKY-FISH_scripts

## Abbreviations

Bv: blood vessel
CC: corpus callosum
CG: cingulate gyrus
CSVZ: the callosal aspect of the subventricular zone
EL: ependymal layer
FrCx: frontal cortex
GO: Gene ontology
GSEA: gene set enrichment analysis
ISH: *in situ* hybridization
LV: lateral ventricle
NSC: neural stem cell
PVSEL: perivascular subependymal layer
SEL: subependymal layer on the striatal side
SPT: septum
STR: striatum
SVZa: subventricular zone along the anterior horn of LV
TAP: transit amplifying progenitor
Th: thalamus
aNSC: activated NSC
qNSC: quiescent NSC.

# Supplementary material for: Transcriptome Response and Spatial Pattern of Gene Expression in the Primate Subventricular Zone Neurogenic Niche After Cerebral Ischemia
**Source:** Front Cell Dev Biol. 2020 Dec 3;8:584314. doi: 10.3389/fcell.2020.584314
**Supplement:** Supplementary file 3

A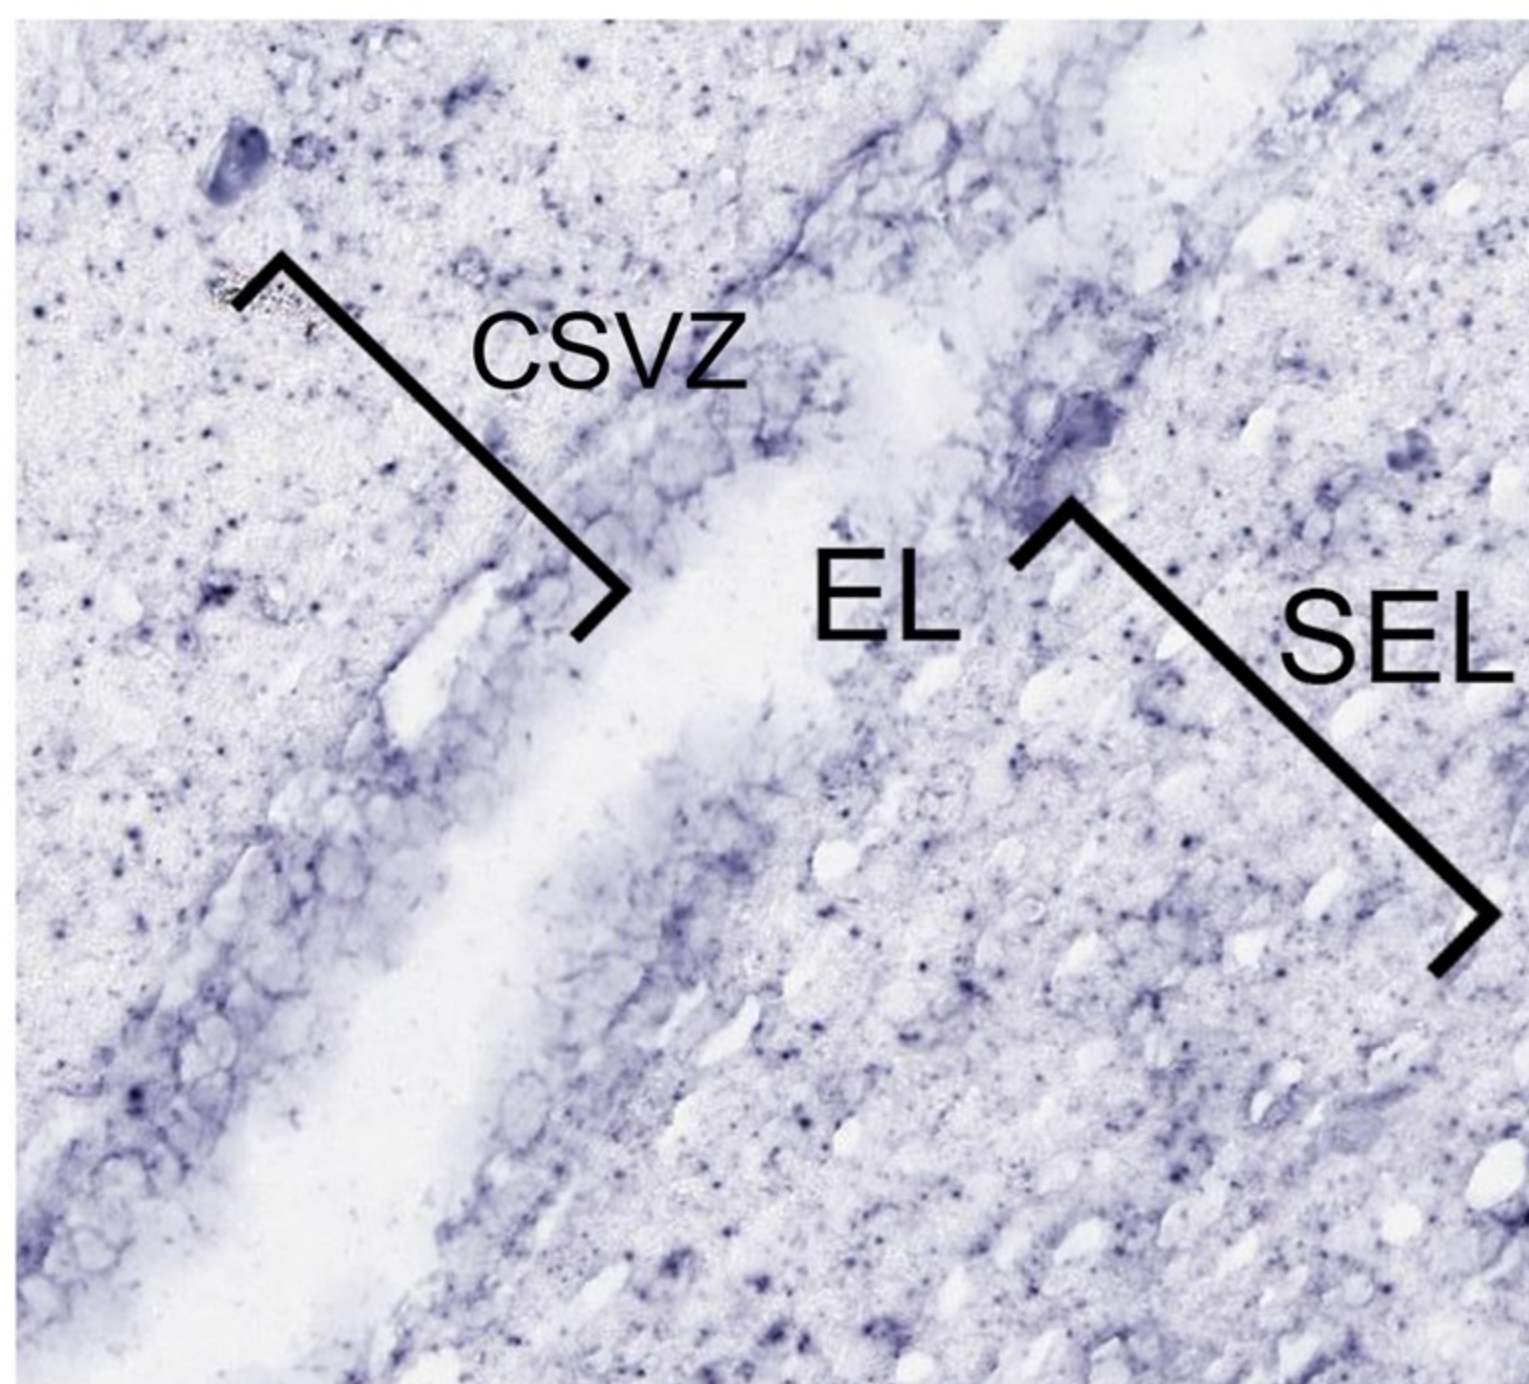***GREB1***

EL - Level 0

SEL - Level 0

CSVZ - Level 0

B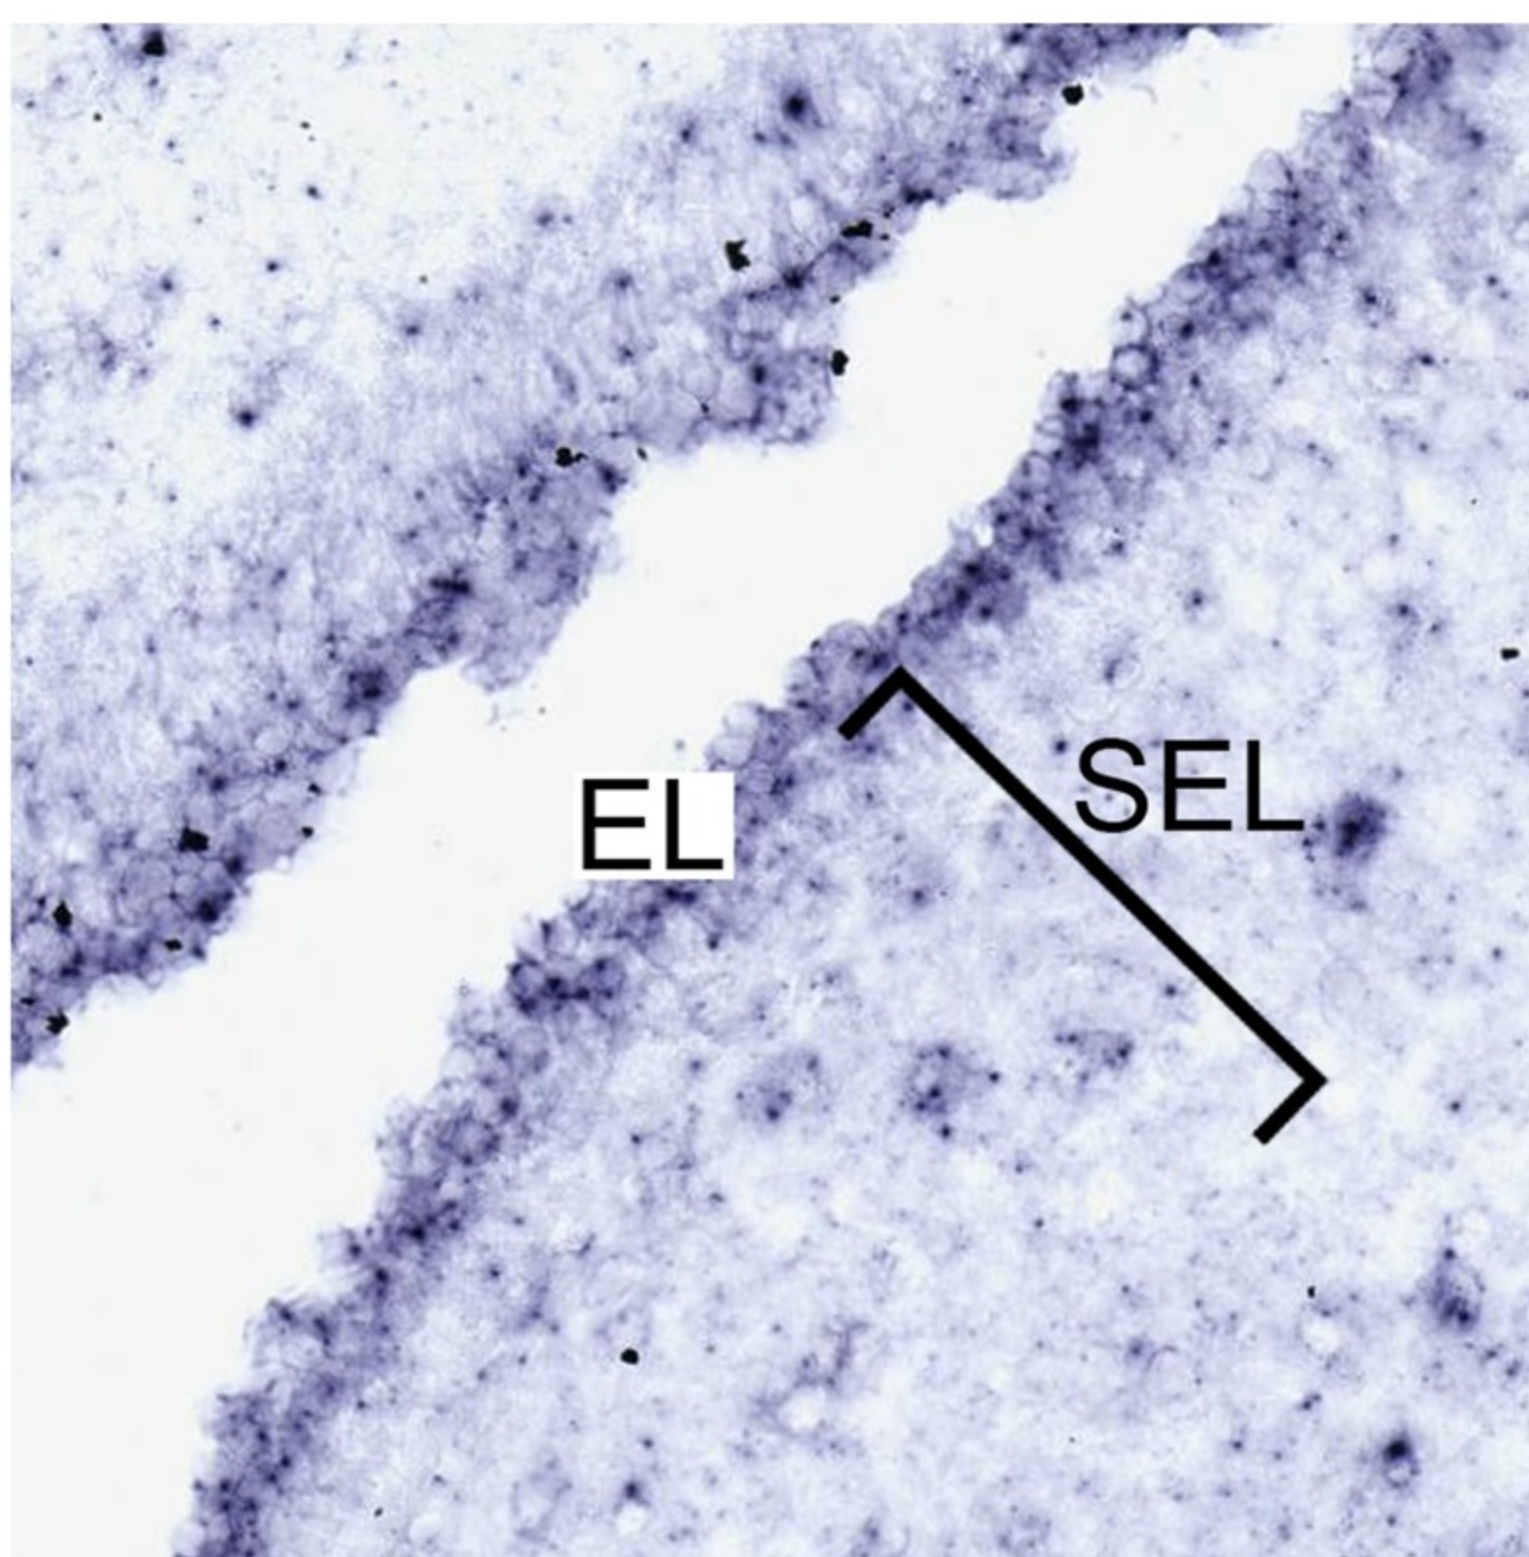***MAML2***

SEL - Level 1

EL - Level 2

C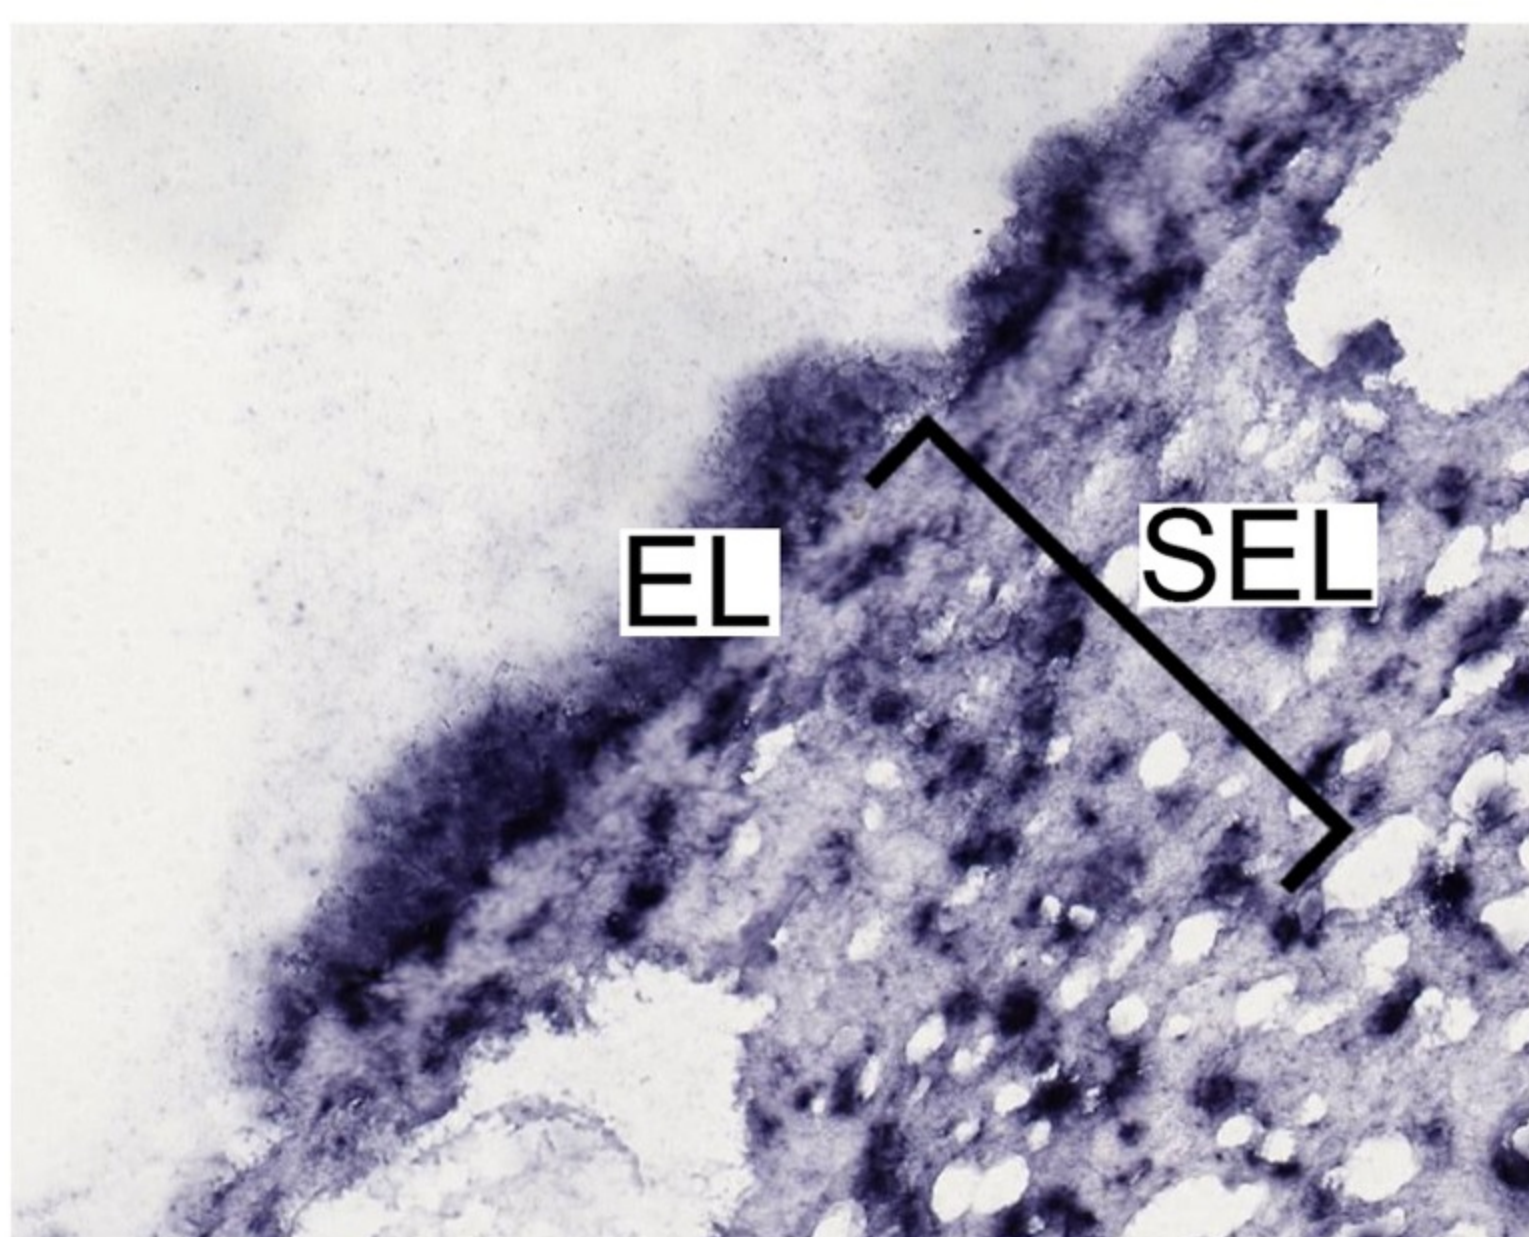***GPRC5B***

EL - Level 3

SEL - Level 3

D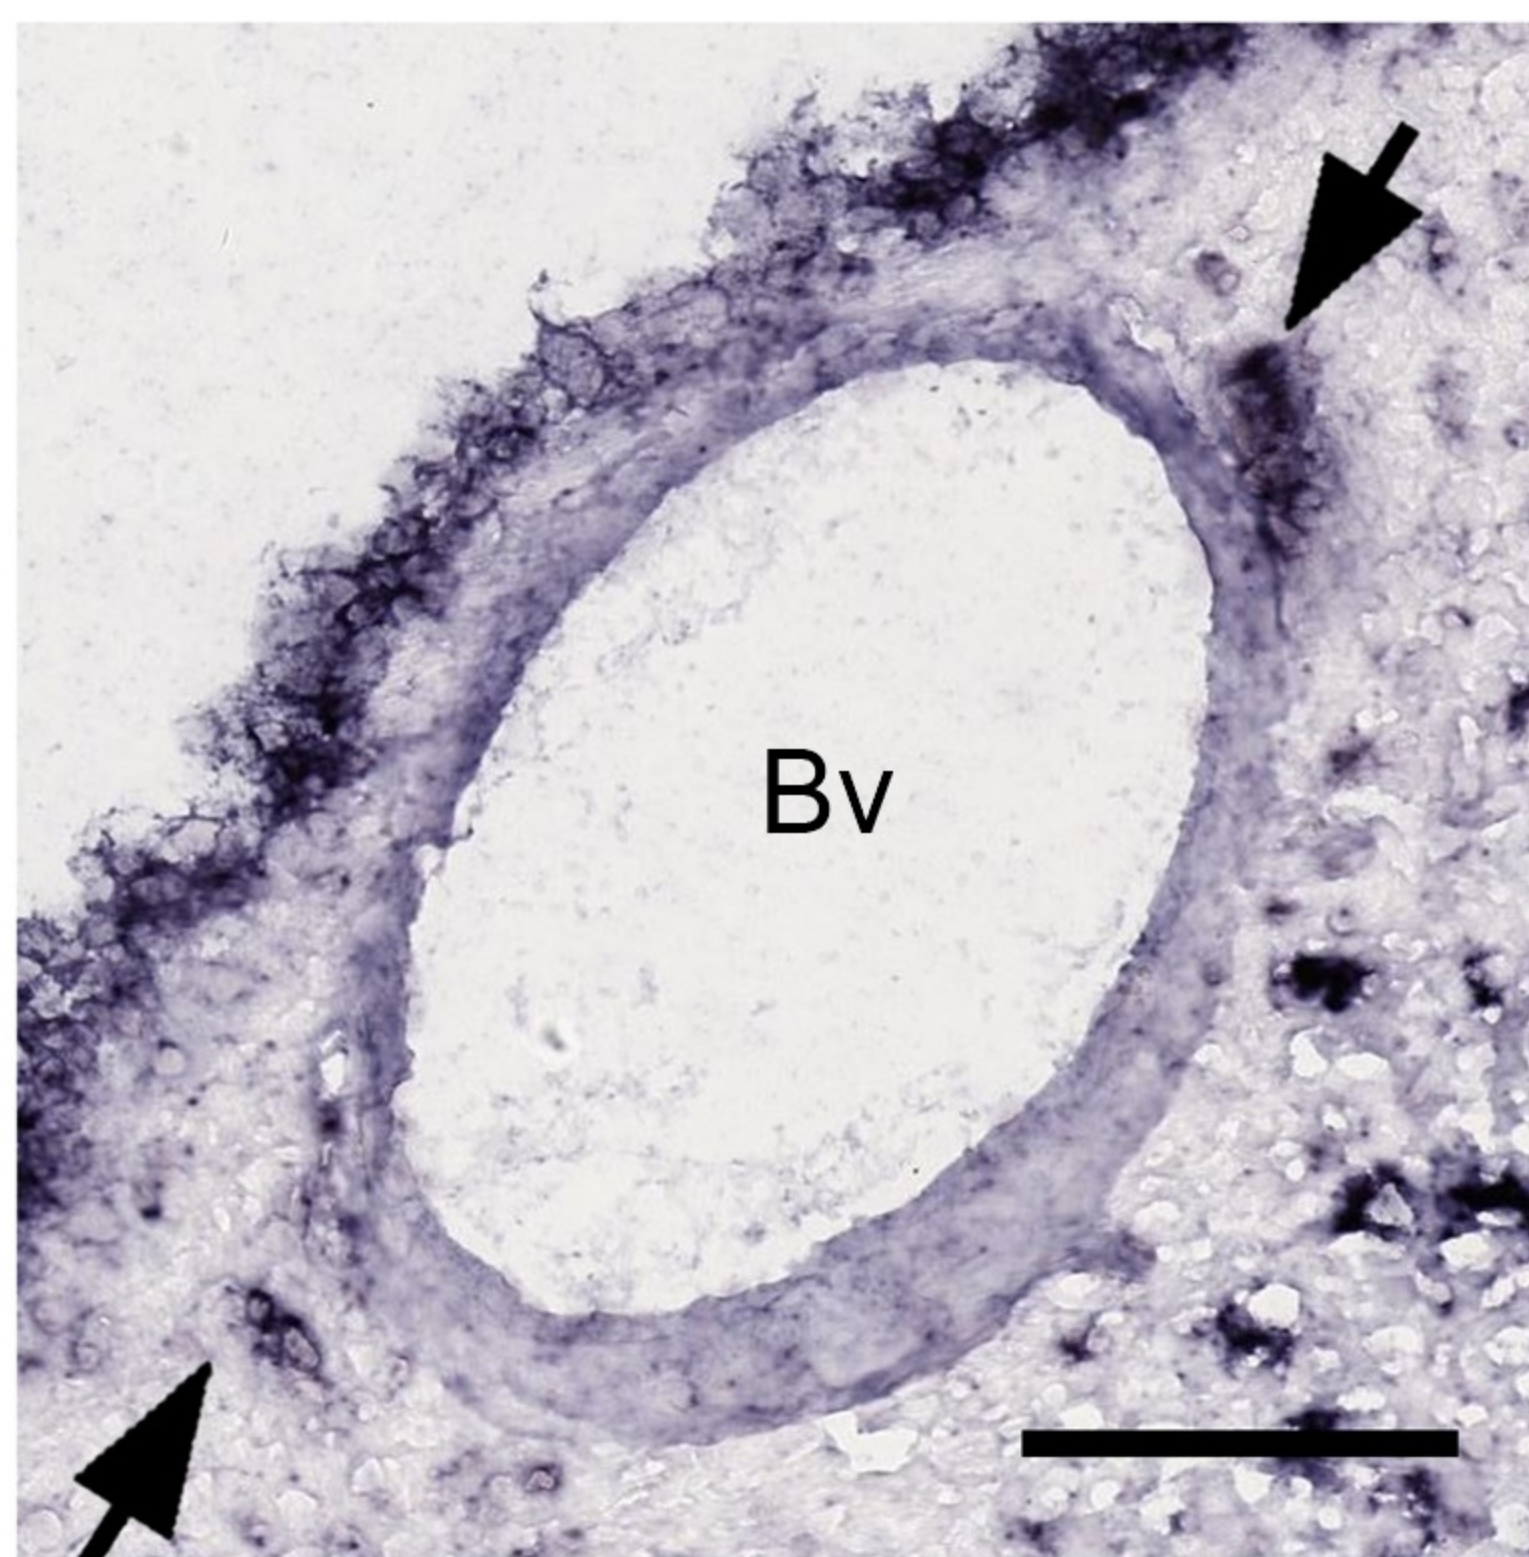***NACC2***PVSEL - perivascular
clusters (arrows)

# Supplementary material for: Transcriptome Response and Spatial Pattern of Gene Expression in the Primate Subventricular Zone Neurogenic Niche After Cerebral Ischemia
**Source:** Front Cell Dev Biol. 2020 Dec 3;8:584314. doi: 10.3389/fcell.2020.584314
**Supplement:** Supplementary file 5

Supplementary Figure Legends

Supplementary Figure 1. Anatomy of the monkey arterial tree and of primate SVZa.

(A) Gross anatomy of the major arteries supplying the primate brain with the position of the clips (red transverse bars) used to temporarily block the cerebral blood flow to the macaque brain.

(B) Neuroanatomy of primate SVZa and adjacent brain regions. A medial view on the macaque brain right hemisphere (B1) at the level of the head of the caudate nucleus. (B2) A scheme of a coronal brain section (atlas level +25 mm relative to the interaural plane) shows the main brain regions adjacent to the SVZa, which is marked by dark gray shading (three arrows correspond to the three frames in B3). (B3) Photograph of a coronal slice corresponding to the area in a box in B2. Three frames correspond to the striatal periventricular tissue slabs which were dissected from each monkey brain and used for RNA sequencing.

(C) Screen shot from the “monkey-niche.org” database showing ISH staining of the *CNTN1* gene, and the interactive buttons used to navigate in the “monkey-niche” online atlas. For details see the online instructions.

Scale bars 1 cm (B1), 1 mm (B3), 500 μ m (C).

Supplementary Figure 2. Zones of quantitative evaluation of gene expression on tissue sections using Celldetekt.

(A) A scheme of monkey brain as shown in Supplementary Figure B2. Arrows illustrate the length (1500 μ m from the dorsal tip of the lateral ventricle) of the areas used for the analysis.

(B) Histological image (Cresyl violet staining) of the region outlined by a square in (A). The CSVZ, EL and SEL are outlined. Scale bar 100 μ m.

Supplementary Figure 3. Images illustrating the visual scoring of expression strength by an expert annotator in non-ischemic control tissue

(A) Expression scores level 0 for *GREB1*.

(B) Expression of *MAML2* scores level 1 in the SEL and level 2 in EL.

(C) Expression of *GPRC5B* scores level 3 in EL and SEL.

(D) Expression of *NACC2* in perivascular clusters (PVSEL) scored as “present”.

Scale bar 100 μ m.

Supplementary Figure 4. Colorimetric ISH for *Aplnr* in mouse SVZ niche.

(A) Coronal section at low magnification showing an overview of the *Aplnr* signal. A box depicts the regions shown at high magnification in Panel B.

(B) A higher magnification micrographs in dorsal SVZ. A weak signal is present in the SEL (outlined by a dashed line) while the EL is not labeled. A strong *Aplnr* signal is evident in STR cells (arrowheads). Scale bars 1 mm (A), 20 μ m (B).

Supplementary Table Legends

Supplementary Table 1.

Atlas coordinates of the sections shown in Figures 3-6.

Lists the atlas coordinates (according to Saleem and Logothetis, 2007) of the sections, images from which are presented in the ISH panels of Fig. 3D-F, Fig. 4D-K, Fig. 5, and 6C-F.

Supplementary Table 2, related to Figure 1A

All transcripts and their corresponding genes expressed in SVZa (total SVZa genes).

Lists of all transcripts and genes expressed in SVZa (average RPKM >0.5 in both control and ischemic monkeys). The average FPKM values for each transcript or gene in each of the 3 control and 3 ischemic monkeys are shown.

Supplementary Table 3, related to Figure 1A

Genes differentially expressed in SVZa after ischemia.

Lists of upregulated (SVZa-DE-UP) or down-regulated (SVZa-DE-DOWN) genes in SVZa 7 days after global cerebral ischemia.

Supplementary Table 4, related to Figure 2A,B

Gene Ontology categories for genes differentially expressed after ischemia.

Lists of genes differentially expressed in SVZa 7 days after global brain ischemia, grouped by GO categories.

Supplementary Table 5, related to Figure 2C

Gene set enrichment analysis (GSEA) of SVZa-DE genes.

Lists of enriched GSEA sets for the monkey SVZa-DE-UP and SVZa-DE-DOWN genes. Fisher's exact test was applied to identify the sets that show difference between SVZa-DE-UP *and* SVZa-DE-DOWN genes ("fisher.p" represents Fisher's test p-value).

Supplementary Table 6, related to Figure 2D

Transcription factors differentially expressed in SVZa after ischemia.

Lists of the transcription factors among the SVZa-DE-UP or SVZa-DE-DOWN genes, grouped by gene families.

Supplementary Table 7, related to Figure 1C.

List of the genes in the "monkey-niche" database.

Alphabetical lists the 150 genes either induced by ischemia or associated with stem cell biology, currently included in the interactive ISH atlas.

Supplementary Table 8, related to Figure 3A.

Comparison of monkey SVZa-DE genes with the cell type-enriched transcription profiles of Zhang et al., 2014.

Lists of SVZa-DE-UP or SVZa-DE-DOWN monkey genes present in the top 500 genes (downloaded from <http://www.brainrnaseq.org/>) characteristic for the following adult mouse cortex cell types: astrocytes, oligodendrocyte precursor cells, newly formed

oligodendrocytes, myelinating oligodendrocytes, microglial cells, endothelial cells, and neurons. The Fisher's test p-value and the odd ratio are reported for each cell type.

Supplementary Table 9, related to Figure 4A.

Comparison of monkey SVZa-DE genes with the data of Codega et al., 2014.

Lists of the SVZa-DE-UP and SVZa-DE-DOWN monkey genes present in the datasets of Table S1 of Codega et al., 2014. The Fisher's test p-value and the odd ratio are reported for each cell type.

Supplementary Table 10, related to Figure 4A.

Comparison of monkey SVZa-DE genes with the data of Beckervordersandforth et al., 2010.

Lists of the SVZa-DE-UP and SVZa-DE-DOWN monkey genes present in Tables S2, S3, and S5 of Beckervordersandforth et al., 2010. The Fisher's test p-value and the odd ratio are reported for each cell type.

Supplementary Table 11, related to Figure 4A.

Comparison of monkey SVZa-DE genes with the data of Dulken et al., 2017.

Lists of the SVZa-DE-UP and SVZa-DE-DOWN monkey genes present in the datasets of Dulken et al., 2017. To determine the genes enriched in SVZ progenitor populations, the normalized expression data were downloaded from NCBI BioProject: PRJNA324289. For each gene of the dataset of Dulken et al., 2017 we calculated the mean expression value in each cell type defined in their study. The genes with mean expression value >10 and fold change >3 were compared to the monkey SVZa-DE genes. The Fisher's test p-value and the odd ratio are reported for each cell type.

Supplementary Table 12, related to Figure 4A.

Comparison of monkey SVZa-DE genes with the data of Llorens-Bobadilla et al., 2015.

Lists of the SVZa-DE-UP and SVZa-DE-DOWN monkey genes present in Table S2 of Llorens-Bobadilla et al., 2015. The Fisher's test p-value and the odd ratio are reported for each cell type.

Supplementary Table 13, related to Figure 5.

Genes enhanced by ischemia which belong to NOTCH, BMP or WNT signaling pathways.

Lists of the SVZa-DE-UP genes which belong to major signaling pathways as defined by applying GSEA. The MAPK / signaling pathway-related genes were extracted from the KEGG database (<https://www.genome.jp/kegg/pathway.html>). The WNT signaling pathway-related genes were extracted from the Broad Institute database (http://software.broadinstitute.org/gsea/msigdb/cards/wnt_signaling.html). The BMP signaling pathway-related genes were extracted from the Pathway Interaction Database (PID, <http://www.ndexbio.org/>). The NOTCH signaling pathway-related genes were extracted from the REACTOME database (<https://reactome.org/>). FDR, false discovery rate (GSEA). The SVZa-DE-DOWN genes were not enriched in NOTCH, BMP or WNT signaling pathways.

Supplementary Table 14, related to Figure 7.

Analysis of cell identity in monkey SEL.

This table reports the number of control monkeys from which sections are stained by fluorescent ISH or immunostaining, the number of brain sections analyzed in semi-automated manner for each molecule, the number of DAPI+ nuclei segmented during the analysis, and the absolute number of cells found positive for each molecule.

How the deposited data were processed for this re-analysis (not part of the article)

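RNA from 3 adjacent SVZa fragments of each of 3 sham-operated and 3 ischemic monkeys was sequenced as 18 libraries, 7 days after surgery. The authors called bases with CASAVA (version 1.8.2), checked reads with FastQC (0.10.0), aligned them with TopHat2 (2.0.8) to the Macaca mulatta genome with the annotation of RhesusBase, and counted reads with bedtools (2.16.2). The values used here are raw counts per human RefSeq transcript mapped to the macaque genome, 29686 transcripts of 19747 symbols, with no normalization. No column belonged to other samples.

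The counts of the 3 libraries of a monkey were summed to 60453769 (MK503), 190678361 (MK506) and 177608567 (MK507) in ischemia, and 111868824 (MK501), 69395172 (MK504) and 155774246 (MK508) in sham. At these depths the spread between monkeys, not counting error, sets the precision of genes with high counts. The biological coefficient of variation in edgeR was 0.212. Counting error weighs as well for genes near 0, such as KRT76 (0, 0 and 0.043 CPM in MK504, MK501 and MK508) and SLCO1B3 (0.026 CPM in MK506).

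The paper's methods name a paired test but not which monkeys form a pair. Pairs were read from the column numbers of Table S2, of which the copy at hand holds 1999 of 25230 transcript rows and 1846 of 16434 gene rows. Monkeys of different number gave correlations of -0.84 to 0.68 across genes, so by this measure alone the second and the third pair are less clearly set apart than the first.

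Counts were analysed with edgeR (4.0.16), DESeq2 (1.42.0) and limma (3.58.1) in R (4.3.3), and with numpy (2.4.6), scipy (1.17.1) and pandas (2.3.3) in Python (3.11.15). In edgeR, low counts were filtered by filterByExpr, normalized by TMM and fitted with the pair and the condition, and the robust quasi-likelihood F test was used. A prior count of 2 was added for values on the log scale, and the threshold was an adjusted p under 0.05. The study's thresholds were applied as an unadjusted p under 0.05 and an absolute log2 fold change over 0.5. Each gene list was tested with camera at a preset correlation of 0.01, again with the correlation estimated, and with fry, over 34 lists. Of these, 9 were higher and 8 lower by camera. With an estimated correlation 0 held (smallest adjusted p 0.4684). That setting rests on the few residual degrees of freedom that 3 pairs leave, so a list not called there is not shown to be unchanged. With the preset correlation, splits that exchanged labels within pairs called up to 12 lists. In fry 0 passed for 1 direction (smallest adjusted p 0.1557). In its test for members that differ in either direction, which gives no direction to the list, 20 of 34 passed (smallest adjusted p 0.006266, WNT pathway). The lists from Tables S3 to S13 and the genes named in the paper were chosen by the study on these samples and were counted, not tested as sets.

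Genes were named by a rule. It takes the 10 higher and 10 lower genes with the smallest p, the 39 genes the paper names for these data, and up to 4 members of each list with the highest mean count, since none passed over all genes tested. The values of Table S3 had been seen when the rule was written. Other members of the lists are named where they passed over their list alone, or as examples chosen after their values were seen. Some genes that the rule names are not reported here.

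The fit was tested on simulated data made from these counts. With a planted log2 fold change of 0.5, edgeR recovered 7 of 67 genes at an adjusted p under 0.05, with 1 it recovered 48 of 67 and with 2 it recovered 65 of 66, with 7 calls among unchanged genes. DESeq2 recovered 9, 53 and 65, with 14 such calls. The simulated counts took their dispersion from the fitted trend alone, without differences between genes of like level. These shares may therefore be too high for the real data, where APLNR at 2.95 and TTR at -7.36 did not pass in edgeR (adjusted p 0.2055). Even in the simulation, fold changes near the study's threshold of 0.5 were mostly missed after adjustment.

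The study's own criteria, a paired test and DESeq each at an unadjusted p under 0.05 with a log2 fold change over 0.5, were also applied to transcripts. The p-values of Table S3 were closer to those from 9 library pairs (median absolute log10 ratio 0.08) than to those from 3 monkey pairs (0.91) over 1014 transcripts. Differences between the A numbers were tested in edgeR with the monkey as a block. Other alternatives were the normalization, the filter, the transcript taken per gene, the weights of the fragments, leaving out each fragment number or each monkey, and a random monkey block in limma. The correction for transcript length was not run because too few transcripts have a known length. In situ hybridization, protein and mouse data were not analysed here, and neither was enrichment of GO categories.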

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

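Both tests of the choroid plexus genes and the comparison of myelin with endothelial genes were chosen after those results were seen. The rule for reading the test of striatal neurons against myelin was made stricter after its value was seen, which moved it from being met to staying open. The fits with a neuron score used the 18 libraries with the pair and the A number as blocks, which counts the 3 libraries of a monkey as independent, and their medians without the score are those of this fit (1.209 for the myelin genes, against 1.581 on monkey sums).

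The choroid plexus markers, which the paper does not discuss, had a median log2 fold change of -2.37. Ischemia lowering these genes in tissue that every fragment holds was argued against, since 4 of 9 sham fragments had a TTR share at or below the highest ischemia fragment (0.00931%). The fragments of 1 sham monkey differed by a median log2 range of at least 4.37 over the list (5.02 in MK504, 5.59 in MK501, 4.37 in MK508), against 1.34, 2.29 and 2.15 in MK503, MK507 and MK506. Choroid plexus tissue carried in some sham fragments may therefore explain the difference, as a hypothesis found and tested on the same data, and no sorting step would have removed such tissue. None of the 10 genes is in another list or in Table S3, and loss of plexus tissue by ischemia stays open as untested.

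In the sums of the 3 fragments the median of the myelinating oligodendrocyte markers was above 0 in all 3 pairs, while by fragment their medians in the 3 pairs were 3, 1.88 and 2.8 in A1 and -0.4, 0.76 and -2.81 in A3, a difference that was not tested. The myelin median exceeded the endothelial median by at least 0.8 in each pair (2.61, 2.53 and 0.80), so these cell types were not raised alike. The endothelial median was itself below 0 in each pair (-0.347, -0.73 and -0.258), which makes up part of this gap. Chosen with both medians seen, the comparison cannot decide whether a lower share of neurons was part of the cause. Fewer striatal neurons in the fragments stay open. With the striatal neuron score in the model of libraries the median was 0.235 against 1.209 without it, a share of 0.19, but without the first, the second or the third pair the share was 0.43, -1.2 or 0.78. An effect of ischemia on oligodendrocytes and fewer striatal neurons in the dissected tissue cannot be told apart here, because the share depends on which pairs are included.

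The median of the respiratory chain genes was below 0 in all 3 pairs. A lower share of neurons was argued against as the whole cause, since with the neuron score in the model of libraries the median was -0.498 against -0.459 without it, a share of 1.09 (0.96, 0.84 and 1.2 without each pair). Loss of short transcripts through RNA quality stays open, because only 44.6% of the list have a known transcript length. An effect of ischemia on these genes stays open as well.

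Of 36 comparisons of the most distant library with its nearest neighbor in groups of 9 libraries, 7 exceeded the critical ratio of 0.493. That ratio assumes independent, normally distributed values, while libraries of 1 monkey are related and some shares are 0 in most libraries. The genes compared also included those with the highest count in some libraries, so no chance rate can be given. In ischemia these included POLE2 in A2MK503 (5.588% of the counts), KLHDC1 in A2MK503 (1.974%), TTR in A1MK507 (0.009%) and MBP in A1MK506 (1.482%). In sham they included TTR in A2MK501 (4.251%) and MBP in A3MK508 (1.5%).

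Among 35 lists compared between fragments, the microglia and macrophage markers had median differences between ischemia and sham of 0.41, 0.17 and 0.23 in the A1 fragments of the 3 pairs and of -0.27, -0.41 and -0.72 in the A3 fragments. This difference was not tested.

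Between the fragment numbers, which the paper does not compare, a DESeq2 likelihood ratio test called 186 of 19522 genes (2902 at an unadjusted p under 0.05). It was chosen after the data were seen. In edgeR 0 of 16353 genes passed (smallest adjusted p 0.4107, 1897 at an unadjusted p under 0.05).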

How the results depend on the processing

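Leaving out the library richest in TTR (A2MK501), the 3 libraries with POLE2 reads or both monkeys of the first pair, the DESeq2 likelihood ratio and the transcripts of Table S3 were alternatives chosen after seeing the data. Where no cause is given, the cause was not tested. Over all alternatives, the results for single gene lists were the same in 754 cases, stronger in 32, weaker in 63 and reversed in 2, and those for named genes the same in 1301, stronger in 92, weaker in 0 and reversed in 0. None of the named genes had passed in edgeR, so none could become weaker, and a change of sign in a result not called in either setting was counted as the same. The 2 reversals were antigen presentation genes without A2MK501 (0.161, adjusted p 0.03259) and ependymal markers without the libraries with POLE2 reads (-0.252, adjusted p 0.03376). The loess correction for transcript length was not run.

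With DESeq2, 669 genes were higher and 429 lower (0 and 0 in edgeR), 1160 transcripts higher and 660 lower, and APLNR was at 2.959 (adjusted p 2.273e-11). With the libraries as 9 against 9, which counts each monkey 3 times, 339 genes were higher and 553 lower, 626 transcripts higher and 892 lower, 1 myelin gene passed over the list alone (18 in edgeR on monkeys) and APLNR was at 2.574 (adjusted p 0.02621). The DESeq2 likelihood ratio called 186 genes between fragments (0 in edgeR). Without the pair block, 111 genes were higher and 110 lower at the study's thresholds (1012 and 759 with it), 61 and 37 genes of Table S3 passed at an unadjusted p (395 and 398), 0 respiratory chain genes (57) and 1 myelin gene passed over the list alone, and 169 transcripts were higher and 158 lower at the thresholds (1751 and 1169). With limma and monkeys as a random block these were 48 and 23 genes, 41 and 19 of Table S3, 0 respiratory chain and 0 myelin genes, and 77 and 38 transcripts. At an adjusted p under 0.1 in edgeR 0 genes were higher and 0 lower. By the study's criteria 924 transcripts were higher and 763 lower. Camera with an estimated correlation called 0 lists higher and 0 lower (9 and 8 with the preset one), and fry for 1 direction 0 and 0. Without A2MK501 15 lists were higher, and without the libraries with POLE2 reads 37 respiratory chain genes passed.

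Without the A1 fragments, 389 genes were higher and 471 lower at the study's thresholds, 177 upregulated genes of Table S3 passed, 31 respiratory chain and 0 myelin genes passed, 674 transcripts were higher and 667 lower, and APLNR was at 1.839 (adjusted p 0.74). Without A2, 1 gene and 2 transcripts were higher at an adjusted p, 452 genes and 667 transcripts lower at the thresholds, 238 down-regulated genes of Table S3 passed, 0 respiratory chain genes passed, and APLNR was at 3.564 (adjusted p 0.04943). Without A3, 248 genes were higher and 34 lower at an adjusted p, 1588 and 1317 at the thresholds, 359 transcripts were higher and 25 lower, 2739 and 1979 at the thresholds, and 5 lists were higher.

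Leaving out each monkey in turn gave 0 to 7 genes higher and 0 to 8 lower at an adjusted p (7 and 8 without MK506), 647 (MK507) to 1347 (MK504) higher and 520 to 936 lower at the thresholds, and 225 to 382 and 211 to 382 genes of Table S3. It gave 3 (MK501 or MK507) to 18 myelin genes, 0 to 65 respiratory chain genes (0 without MK501, MK506, MK507 or MK508), 1102 to 2296 transcripts higher and 911 to 1442 lower at the thresholds, and 0 to 6 lower at an adjusted p. Lists higher ranged from 8 to 10 and lower from 7 to 9, and APLNR from 2.374 to 3.525. With 1 monkey out, its partner no longer adds to the comparison within pairs, so 2 pairs remain.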

Differences from the paper's values

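The paper's counts rest on its 2 tests over 9 against 9 samples, of which the DESeq test took a batch effect into account. The paper gives them a false discovery rate estimated by random permutation of the samples, which was not repeated here. The counts here rest on an unadjusted p under 0.05 in edgeR over 3 pairs of monkeys with the same minimum log2 fold change. A count was taken as differing where the larger was over 1.5 times the smaller, so counts said not to differ are only within 1.5 times of the paper's. Leaving out either monkey of a pair, such as MK501 or MK507, is nearly the same alternative but is counted separately below. The paper gives 541 genes as upregulated, against 1012 here. Of 22 alternatives set before the data were examined, 4 did not differ from the paper (without the A1 fragments, without MK501, without MK507, and the study's criteria) and 18 did. The paper gives 488 genes as down-regulated, against 759 here. Of 22 alternatives 9 did not differ (library totals, upper quartile, at least 10 counts in every monkey, equal totals, without A1, without A2, without MK501, without MK507, and the study's criteria) and 13 did.

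The paper gives 1554 transcripts as differentially expressed, against 2920 here. Of 19 alternatives 5 did not differ (without A1, without A2, without MK501, without MK507, and the study's criteria) and 14 did. Of these the paper gives 816 as upregulated, against 1751 here, with 4 of 19 not differing (without A1, without MK501, without MK507, and the study's criteria) and 15 differing. It gives 738 as down-regulated, against 1169 here, with 7 of 19 not differing (library totals, equal totals, without A1, without A2, without MK501, without MK507, and the study's criteria) and 12 differing.

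Of 47 log2 fold changes set beside Table S3, 40 did not differ by more than the spread (SD) between pairs and 7 did. The values of Table S3 were reproduced by the ratio of mean CPM over the 9 sham and the 9 ischemia libraries (median difference 0.007). Those here are fits within pairs, an unlike measure. This rule is loose for genes that vary between pairs and strict for those that do not. TNR, at 1.54 here and 0.78 in Table S3 on the same transcript, had an SD of 0.92 and so counts as not differing. Its mean levels of 38.2 and 65.4 CPM are set mainly by the first pair (106 and 163.6), whose log2 fold change was 0.626. For LFNG the paper's value is 0.73 and that here 0.16, and for SCD5 1.1 and 0.145, and none of 20 alternatives set before the data were examined closed either. For MAX they are 0.63 and 0.11, closed by the longest transcript per symbol and by none of the other 19. For WLS they are 0.71 and 0.36, closed by the longest transcript, by all transcripts summed and without MK508 or MK506, but not by the other 16. The transcripts that Table S3 lists for LFNG, MAX, SCD5 and WLS, taken after the values were seen, gave 0.70, 0.51, 1.47 and 0.74. For CBR3 the paper's value is -0.95 and that here -1.03, closed by 9 of 20 alternatives (no replicate block, library totals, upper quartile, at least 10 counts in every monkey, limma with a random block, equal totals, without A1, without MK504 and without MK503) and not by 11. For TAC1 they are -1.06 and -1.16 and for NDUFS3 -0.76 and -0.80, each closed by library totals and by equal totals, and not by the other 18.

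The paper calls the genes of Table S3 differentially expressed, with a false discovery rate that it estimated by permuting the samples. At an adjusted p under 0.05, edgeR on monkeys called 0 of them (395 of 538 and 398 of 474 at an unadjusted p under 0.05), DESeq2 called 253 and 229, and edgeR with the libraries as 9 against 9 called 192 and 281. From comparisons with mouse signatures of several studies, the paper states that genes of activated stem cells were over-represented among the down-regulated genes. The 14 such genes listed here are another, smaller set, and 7 of them are also in other lists. Of the 14, 6 were higher and 1 was lower over the list alone. All 35 genes that Table S9 gives as down-regulated had lower values. The paper also states, from such comparisons, that genes of quiescent stem cells were over-represented among the upregulated genes. The list of 20 such genes was not called (adjusted p 0.07112), although it passed without the pair block (0.04571), without A2 (0.04638), without MK507 (0.03664) and, chosen after the values were seen, without A2MK501 (0.02826), and all 64 genes read from Table S9 had higher values. The paper states an enrichment of NOTCH and WNT components among the upregulated genes. Neither list was called here (adjusted p 0.121 and 0.1621), and the WNT list passed without the A1 fragments (0.03335). All 8 genes of Table S13 for either pathway had higher values. The enrichment tests of the paper differ from these list tests.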

Other observations

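The split of transcripts by the study's criteria and the DESeq2 likelihood ratio were tests chosen after the results were seen.

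Of 13 heat shock genes, HSPA2 (log2 fold change 1.41, standard error 0.24) and BAG3 (0.54), a co-chaperone gene, were higher over the list alone, and 11 did not pass, with a median of 0.19 (adjusted p from camera 0.0768). The list was called higher without the A2 fragments (0.336, adjusted p 0.04502), without MK504 (0.351, 0.01751), without MK503 (0.347, 0.01642), without the pair block (0.24, 0.04406) and, chosen after the data were seen, without A2MK501 (0.421, 0.03656). The small heat shock protein gene CRYAB was at 1.17 and the constitutive chaperone gene HSPA8 at -0.03. Of 16 complement genes none passed, and 4 were higher at an unadjusted p under 0.05 (C2, MASP1, C4A and C4B). C4A and C4B had the same values throughout, so 1 measurement enters this count and the list more than once. The median was 0.22 (adjusted p from camera 0.1206), and it was 0.899, 0.248 and -0.231 in the 3 pairs. The list was called higher without MK508 (0.523, adjusted p 0.0003075), without MK506 (0.523, 0.0002981), without the A2 fragments (0.169, 0.03283), without the pair block (0.22, 0.007565) and, chosen after the data were seen, without A2MK501 (0.274, 0.004633), while without MK504 the median was -0.064 (0.8704). C1S was at 0.80 and C1QA at -0.46. None of 14 antigen presentation genes passed, with a median of -0.007 (adjusted p 0.8026). HLA-DPB1 was at -0.56 and B2M at -0.07.

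None of 17 glycolysis enzymes passed over the list alone, with a median of -0.24 (adjusted p 0.09352, and 0.03262 without MK501 and 0.03258 without MK507), GAPDH at -0.34 and PKM at -0.24. None of 18 genes induced by hypoxia passed, with a median of 0.05 (adjusted p 0.613), NDRG1 at 1.29 and PGK1 at -0.31. Of 21 genes of cholesterol synthesis none passed, with a median of -0.05 (adjusted p 0.3346), and HMGCS1 at -0.21. The 5 genes of red blood cells had a median of -0.17 (adjusted p 0.6046), and the hemoglobin gene HBB was at -0.22.

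Exchanging the labels within pairs gives 4 splits of the 6 monkeys that part all 3 pairs, too few for a share under 0.05. The real split gave 0 genes and 0 transcripts at an adjusted p in edgeR, and the highest of the others 0 and 0, so 4 of 4 were as large for each. At the study's thresholds the real split gave 1771 genes and 2920 transcripts, and the highest of the others 565 and 908. DESeq2 gave 1098 genes and at most 64 in the others, and edgeR with the libraries as 9 against 9 gave 892 and at most 0. Camera called 17 lists, and at most 12 in the others. By the study's criteria the real split gave 1687 transcripts, the exchange of the first pair 967, of the second 238 and of the third 271. In each of these, 1 split, the real one, had a count as large. The other 6 splits part 1 pair each. With the pair as a block they repeat the difference between ischemia and sham within that pair, so they are no chance level. The 2 splits of each pair gave the same counts, with 1479, 1281 and 228 genes at the thresholds for the first, the second and the third pair.

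For the fragment number, 3 of 40 regroupings of the A numbers within monkeys gave as many genes at an unadjusted p under 0.05 as the real 1897 in edgeR (highest other 2793), so chance is not excluded. For the interaction of condition and fragment number, edgeR called 0 genes (smallest adjusted p 0.2999, 1642 at an unadjusted p under 0.05). Of 10 splits of the monkeys 1, the real one, was as large (highest other 1426), and 10 are too few for a share under 0.05.

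Across 17522 genes, which are not independent replicates, the log2 fold changes of the first and second pair correlated with r = 0.31, those of the first and the third with 0.2 and those of the second and the third with 0.42.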
